# A whole transcriptomal linkage analysis of gene co-regulation in insecticide resistant house flies, *Musca domestica*

**DOI:** 10.1186/1471-2164-14-803

**Published:** 2013-11-19

**Authors:** Ming Li, William R Reid, Lee Zhang, Jeffery G Scott, Xiwu Gao, Michael Kristensen, Nannan Liu

**Keywords:** Linkage analysis, Genetic crosses, House fly lines, Transcriptome, Insecticide resistance, Signaling pathways

## Abstract

**Background:**

Studies suggest that not only is insecticide resistance conferred via multiple gene up-regulation, but it is mediated through the interaction of regulatory factors. However, no regulatory factors in insecticide resistance have yet been identified, and there has been no examination of the regulatory interaction of resistance genes. Our current study generated the first reference transcriptome from the adult house fly and conducted a whole transcriptome analysis for the multiple insecticide resistant strain ALHF (wild-type) and two insecticide susceptible strains: aabys (with morphological recessive markers) and CS (wild type) to gain valuable insights into the gene interaction and complex regulation in insecticide resistance of house flies, *Musca domestica*.

**Results:**

Over 56 million reads were used to assemble the adult female *M. domestica* transcriptome reference and 14488 contigs were generated from the *de novo* transcriptome assembly. A total of 6159 (43%) of the contigs contained coding regions, among which 1316 genes were identified as being co-up-regulated in ALHF in comparison to both aabys and CS. The majority of these up-regulated genes fell within the SCOP categories of metabolism, general, intra-cellular processes, and regulation, and covered three key detailed function categories: redox detailed function category in metabolism, signal transduction and kinases/phosphatases in regulation, and proteases in intra-cellular processes. The redox group contained detoxification gene superfamilies, including cytochrome P450s, glutathione S-transferases, and esterases. The signal transduction and kinases/phosphatases groups contained gene families of rhodopsin-like GPCRs, adenylate and guanylate cyclases, protein kinases and phosphatases. The proteases group contained genes with digestive*,* catalytic, and proteinase activities. Genetic linkage analysis with house fly lines comparing different autosomal combinations from ALHF revealed that the up-regulation of gene expression in the three key SCOP detailed function categories occurred mainly through the co-regulation of factors among multiple autosomes, especially between autosomes 2 and 5, suggesting that signaling transduction cascades controlled by GPCRs, protein kinase/phosphates and proteases may be involved in the regulation of resistance P450 gene regulation.

**Conclusion:**

Taken together, our findings suggested that not only is insecticide resistance conferred via multi-resistance mechanisms or up-regulated genes, but it is mediated through the *trans* and/or *cis* co-regulations of resistance genes.

## Background

Insecticides have a major impact on agriculture, economy, and public health due to their outstanding contribution towards controlling agriculturally, medically, and economically important insect pests worldwide. Nevertheless, the development of resistance to insecticides in diverse insect pests is becoming a global problem in the insect pest control battle [1]. Resistance is thought to be a pre-adaptive phenomenon, in that prior to insecticide exposure rare individuals already exist who carry an altered genome that results in one or more possible mechanisms (factors) allowing survival from the selection pressure of insecticides [2,3] and overall, the rate of development of resistance in field populations of insects depends upon the levels of genetic variability in a population [4,5]. Efforts to characterize the genetic variation involved in insecticide resistance have thus focused on building a better fundamental understanding of the development of resistance and studying resistance mechanisms, both of which are vital for practical applications such as the design of novel strategies to prevent or minimize the spread and evolution of resistance development and the control of insect pests [6].

There is considerable evidence to suggest that the interaction of multiple insecticide resistance mechanisms or genes is responsible for the development of insecticide resistance [5,7-17]. While altering target site sensitivity to insecticides has been shown to reduce insects’ response to insecticides, transcriptional up-regulation of the detoxification machinery, increasing metabolism of insecticides into less harmful substances and facilitating insecticide excretion are all known to play a role in allowing insects to defend themselves against insecticides [14]. This detoxification machinery in insects has been mainly attributed to three enzyme systems, namely cytochrome P450s, esterases, and glutathione S-transferases (GSTs), the up-regulation of which underlies the development of insecticide resistance in many insect species. It has been suggested that new patterns of gene expression may arise via a variety of mechanisms involving changes to upstream regulators (change in *trans*) and mutations of the noncoding regulatory DNA sequences (e.g., enhancers) of a gene (change in *cis*) [18]. Indeed, many studies on the development of insecticide resistance in insects have demonstrated different patterns of gene expression between resistant and susceptible insect populations. Many studies have also found that the different patterns of gene expression in metabolic detoxification of insecticide-resistant insects are regulated by *trans* and/or *cis* factors [4,5,8,10]. Taken together, these studies suggest that not only is insecticide resistance conferred via multiple gene up-regulation, but it is mediated through the interaction of regulatory factors and resistance genes. However, no regulatory factors in insecticide resistance have yet been identified, and there has been no examination of the regulatory interaction of resistance genes. Recent advances in DNA sequencing technology have provided an opportunity for genome/whole transcriptome-wide gene discovery in organisms, including those genes suspected of involvement in insecticide resistance and the factors that may be involved in the regulation of resistance genes and mechanisms.

The house fly, *Musca domestica*, is a major domestic, medical and veterinary pest that causes more than 100 human and animal intestinal diseases, including bacterial infections such as salmonellosis, anthrax ophthalmia, shigellosis, typhoid fever, tuberculosis, cholera and infantile diarrhea; protozoan infections such as amebic dysentery; helminthic infections such as pinworms, roundworms, hookworms and tapeworms; and both viral and rickettsial infections [19-22]. Current approaches to control house flies rely primarily on source reduction and the application of insecticides, generally pyrethroids, organophosphates, neonicotinoids, as well as chitin synthesis inhibiting/disrupting larvicides. However, house flies have shown a remarkable ability to develop not only resistance to the insecticide used against them but also cross-resistance to unrelated classes of insecticides [11,20,23,24]. Because of this ability and the relatively rapid rate at which they develop resistance and cross-resistance to insecticides, their well described linkage map for five autosomes and two sex chromosomes (X and Y) [25-29], and their relatively well studied biochemistry and genetics of insecticide resistance, the house fly has proven to be a useful model for understanding and predicting resistance in other insect species.

The house fly strain ALHF has demonstrated the ability to develop resistance and/or cross-resistance to not only pyrethroids and organophosphates (OPs), but also relatively new insecticides such as fipronil and imidacloprid [11]. Genetic studies have linked pyrethroid resistance to autosomes 1, 2, 3 and 5 [5,30]. The major mechanisms governing pyrethroid resistance in this strain include increased detoxification mediated by P450 monooxygenases and decreased sensitivity of voltage-gated sodium channels (*kdr*) [15,31,32]. Previous genetic studies of ALHF have linked pyrethroid resistance primarily to autosomes 2, 3 and 5, with a minor role played by factor(s) on autosome 1 [5,30]. Furthermore, multiple P450 genes, *CYP6A5, CYP6A5v2, CYP6A36, CYP6A37, CYP4D4v2* and *CYP6A38*, that are known to be overexpressed in ALHF have been located on autosome 5 and the regulation of these P450 genes have been linked to autosomes 1 and 2 [31,32]. However, the precise nature of the interaction between the regulatory factors and resistance genes such as P450s is unclear. In an effort to better understand the genetic variation relation to resistance and gain valuable insights into the gene interaction and regulation involved in the development of permethrin resistance in the house fly, the current study generated the first adult transcriptome of the house fly *M. domestica* using Illumina RNA-Seq. Whole transcriptome comparative analyses were conducted for the resistant ALHF strain, susceptible CS and aabys strains, which enabled us to investigate the complete transcriptome of *M. domestica* and identify the genes that are most likely to be involved in pyrethroid resistance and their autosomal interactions.

## Methods

### House fly strains and lines

Three house fly strains were used in this study. ALHF, a multi-insecticide resistant strain [11] collected from a poultry farm in Alabama in 1998. This strain was further selected with permethrin in the laboratory for six generations after collection, reaching to a high level of resistance [5,30]. This strain has been maintained under biannual selection with permethrin. CS is a wild type insecticide-susceptible strain kept in laboratory breeding for more than five decades. aabys is an insecticide-susceptible strain with recessive morphological markers ali-curve (*ac*), aristapedia (*ar*), brown body (*bwb*), yellow eyes (*ye*), and snipped wings (*snp*) on autosomes 1, 2, 3, 4, and 5, respectively. Both CS and aabys were obtained from Dr. J. G. Scott (Cornell University).

A cross of ALHF female and aabys male was performed with each of ~400 flies. The F1 males (~400 flies) were then backcrossed to aabys female (Figure 1). Five back-cross (BC_1_) lines with the following genotypes were isolated: *ac/ac*, +/*ar*, +/*bwb*, +/*ye*, +/*snp* (A2345); +/*ac*, *ar/ar*, +/*bwb*, +/*ye*, +/*snp* (A1345); +/*ac*, +/*ar*, *bwb/bwb*, +/*ye*, +/*snp* (A1245); +/*ac*, +/*ar*, +/*bwb*, *ye/ye*, +/*snp* (A1235); and +/*ac*, +/*ar*, +/*bwb*, +/*ye*, *snp/snp* (A1234). Homozygous lines (+/+, +/+, *bwb*/*bwb*, +/+, +/+ (A1245); +/+, + /+, +/+, *ye*/*ye*, +/+ (A1235); +/+, +/+, +/+, +/+, *snp*/*snp* (A1234); +/+, *ar* /*ar*, +/+, +/+,+/+ (A1345); and *ac*/*ac*, +/+, +/+, +/+, +/+ (A2345)) were accomplished by sorting for appropriate phenotypic markers and selecting with permethrin at a corresponding dose that caused ~70% mortality for each of lines for three generations. One hundred single-pair crossing (n = 100) of each of lines for the desired phenotype and genotype were then set up [5,30]. The name of each line indicates which of its autosomes bear wild-type markers from ALHF. For instance, the A2345 strain has wild-type markers on autosomes 2, 3, 4, 5 from ALHF and the mutant marker on autosome 1 from aabys. A1235 strain (flies with a recessive mutant marker on autosome 4 from aabys) showed no significant differences in resistance levels compared with ALHF based on the overlapping 95% confidence intervals for the two strains [5,30]. A2345, A1345, A1245, or A1234 house fly lines with recessive morphological markers on autosomes 1, 2, 3 or 5, respectively, from aabys had significantly decreased levels of permethrin resistance compared with ALHF, implying that factors on autosomes 1, 2, 3 and 5 play important roles in pyrethroid resistance in ALHF [30].

**Figure 1:**
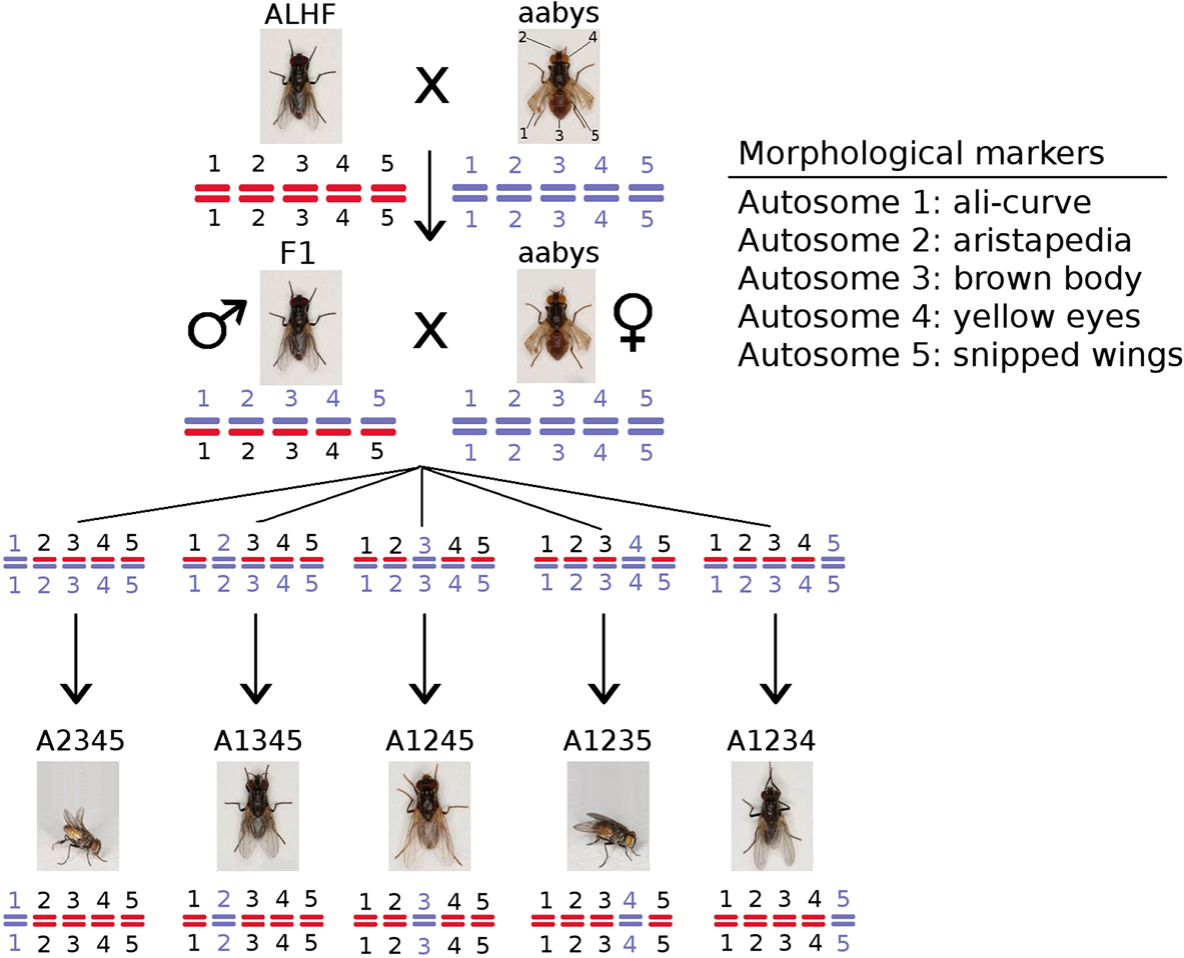
**Schematic for the generation of the *M. domestica *combination strains used in our study.** Strain ALHF is a highly insecticide-resistant strain while the aabys strain is an insecticide-susceptible strain that possesses five recessive morphological markers, with each morphological marker being uniquely present on one autosome. The images along the bottom row show the recessive morphological markers unique to each of the combination strains.

### RNA extraction

A total of 20 3-day old adult female house flies from each of three house fly strains (ALHF, aabys and CS) and five house fly lines (A2345, A1345, A1245, A1235, and A1234) were flash frozen on dry ice and immediately processed for RNA extraction. Total RNA was extracted using the hot acid phenol extraction method as outlined by Chomczynski and Sacchi (1987) [33]. The RNA extraction from each strain or line was performed three times with different fly samples on different days to provide biological replications for the RNA-Seq experiments (ALHF) or, later, as the replications of qRT-PCR experiments for the validation of the up-regulated genes. A total of 30 μg of RNA was subsequently treated with DNase I using the DNA-Free kit from Ambion (Austin, TX) to remove any remaining DNA and then extracted over two successive acid phenol: chloroform (1:1) steps, followed by a final chloroform extraction to remove any residual phenol. The RNA was then precipitated over ethanol at −80°C overnight, pelleted, dried, and suspended in sterile distilled water, after which a 1 μg aliquot of RNA was visually inspected for quality and for DNA contamination on a 1% agarose gel. Total RNA was sent for RNA-Seq analysis to Hudson Alpha Institute of Biotechnology (HAIB), in Huntsville, Alabama.

### RNA library preparation and RNA-Seq

RNA quality for each sample of house fly strains and lines was assessed using a Qubit fluorimeter and an Agilent 2100 Bioanalyzer at HAIB. Libraries were then prepared using Illumina Tru-Seq RNA Sample Prep Kits for mRNA-Seq using a 3' poly A selection method. Samples for the mRNA-Seq were run using the PE-50 module (HAIB) on an Illumina HiSeq 2000 instrument to generate 50 nucleotide paired end libraries. Base calling and barcode parsing were also conducted at HAIB. Data were processed to remove any reads not passing the Chastity filter and then further trimmed for the adapter using Trimmomatic [34]. Two biological replications of RNA-Seq sequencing were conducted on independent samples of the resistant ALHF strain to validate the gene expression values. All sequence traces have been submitted to the National Center for Biotechnology Information (NCBI) Short Read Archive (SRA) as accessions [NCBI:SRR521286], [NCBI:SRR521288], [NCBI:SRR521289], and [NCBI:SRR521290], and are part of Bioproject #170716 with additional information in the NCBI Gene Expression Omnibus [NCBI:GSE39327].

### Contig generation, gene annotation, gene expression determination, and data analysis

The bioinformatic analysis of the *M. domestica* transcriptomic data generated in this study was performed as illustrated in the flowchart in Figure 2. To generate the *M. domestica* reference transcriptome, the raw data for the two ALHF samples were pooled and then assembled *de novo* using Trinity version r2012-05-18 [35]. The standard program settings were modified to increase the Java memory to 20 GB. The contigs obtained from the Trinity build were then compressed, to reduce redundancy, using CAP3 [36] at a 95% similarity level. Compressed sequences that were <500 nt in length were discarded and the remaining contigs were further annotated to predict the gene coding region within each transcript using Augustus [37]. Within the Augustus program (Augustus version 2.5.5 [37]), the species model “FLY” based on *Drosophila melanogaster*’s genome was selected as the reference species due to the relatively close phylogenetic relationship of *D. melanogaster* and *M. domestica*. All predicted coding regions that were ≥300 nt in length were retained as the *M. domestica* ALHF strain reference transcriptome and were used for further gene expression comparisons with all of the *M. domestica* strains in our study. Within the ALHF reference transcriptome, 90% of the contigs with coding region were predicted to consist of full-length ORFs, and 10% expressed sequence tags (EST) that were missing either the 5' or the 3' ends of the predicted sequence. The functional annotations of the sequences within the ALHF reference transcriptome were then predicted using HMMScan in HMMER (v 3.0) at an e-value cut off of 10^-20^ against the Pfam-A (v26.0) hidden Markov model (HMM) database from the Wellcome Trust Sanger Institute, which is a manually-curated database of known protein domains that can be used to predict the function of an unknown protein by homology [38,39]. In addition, the ALHF reference sequences were annotated using blastx [40] against the *D. melanogaster* proteome (v. r5.46) [41] at an e-value cut off of 10^-20^, and enzyme functions were annotated by the Kyoto Encyclopedia of Genes and Genomes (KEGG) automatic annotation server (KAAS) at an e-value cut off of 10^-5^ (http://www.genome.jp/tools/kaas/; [42]). All predicted sequences have been submitted to the TSA of NCBI as accession numbers [NCBI:KA644422] through [NCBI:KA650580].

**Figure 2:**
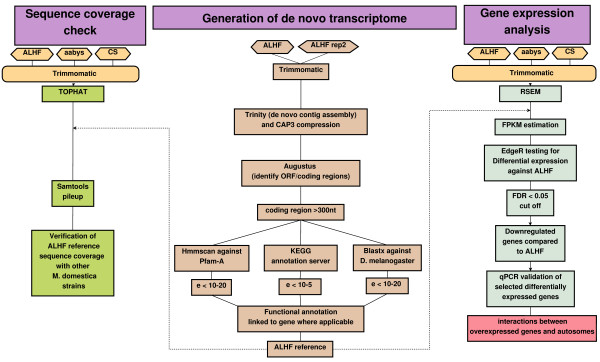
**Data analysis pipeline for the generation of the *Musca domestica *predicted gene set and differential gene expression testing.** Hexagons represent the raw data collected for this study, while terms within boxes represent either the programs, or the filtering steps used in the data analysis. The directions of the arrows indicate the data processing flow.

The *de novo* ALHF reference transcriptome was then used as the common reference for the estimation of the gene expression values for each of the strains. The paired end reads within each strain were mapped as paired end mate pairs using RSEM [43] to estimate the fragments per kilo base of reference gene length per million reads mapped (FPKM). The differential gene expression was then determined using EdgeR from Bioconductor at the α = 0.05 (0.05%) false discovery rate (FDR) [44-46]. To examine sequence coverage and to verify that the sequences of the ALHF reference transcriptome were present within each of the strains tested, the reads from each strain were mapped against the ALHF transcriptome reference using TopHat, with the no-novel-juncs option, to estimate the percentage of gene coverage within each strain [47] and the resulting alignment files were converted to nucleotide sequences using Samtools pileup (v0.1.13) [48] and Seqret in EMBOSS [49]. The percentage of gene coverage for each ALHF predicted gene for each house fly strain tested was then determined using faCount (http://hgwdev.cse.ucsc.edu/~kent/src/unzipped/utils/faCount/).

### Real-time quantitative RT-PCR validation of RNA-Seq data

A total of 70 genes that were differentially expressed among the different house fly strains/lines were chosen for the validation study using real-time quantitative PCR, with primers designed according to the RNA-Seq sequencing data (Additional file 1: Table S1). Total RNA was extracted from samples of 20 3-day old post-eclosion female *M. domestica* as previously described. The total RNA (0.5 μg/per sample) from each house fly sample was reverse-transcribed using SuperScript II reverse transcriptase (Stratagene) in a total volume of 20 μL. The quantity of cDNAs was measured using a spectrophotometer prior to qRT-PCR, which was performed with the SYBR Green master mix Kit and ABI 7500 Real Time PCR system (Applied Biosystems). Each qRT-PCR reaction (15 μL final volumes) contained 1× SYBR Green master mix, 1 μL of cDNA, and a gene specific primer pair at a final concentration of 0.3–0.5 μM. A 'no-template' negative control and all samples were performed in triplicate. Relative expression levels for specific genes were calculated by the 2^-ΔΔCt^ method using SDS RQ software [50]. The β-actin gene, an endogenous control, was used for internal normalization in the qRT-PCR assays [51]. Preliminary qRT-PCR experiments with the primer pair for the β-actin gene (Additional file 1: Table S1) designed according to the sequences of the β-actin gene had revealed that the β-actin gene expression remained constant in the house fly strains, so the β-actin gene was used. Each experiment was performed three times with different preparations of RNA samples. The statistical significance of the gene expressions was calculated using a Welch's t-test for all pairwise sample comparisons against the ALHF strain at a value of α = 0.05 [52].

### Genetic linkage analysis of up-regulated genes

BC_1_ lines of *ac/ac*, +/*ar*, +/*bwb*, +/*ye*, +/*snp* (A2345); +/*ac*, *ar/ar*, +/*bwb*, +/*ye*, +/*snp* (A1345); +/*ac*, +/*ar*, *bwb/bwb*, +/*ye*, +/*snp* (A1245); +/*ac*, +/*ar*, +/*bwb*, *ye/ye*, +/*snp* (A1235); and +/*ac*, +/*ar*, +/*bwb*, +/*ye*, *snp/snp* (A1234) were used to determine genetic linkage of up-regulated genes. Briefly, allele specific PCR was conducted using the cDNA from five BC_1_ house fly lines [5,31,32] for genetic mapping of the genes [10]. Two rounds of PCR were conducted. For the first PCR reaction, the allele-independent primer pairs (Additional file 1: Table S1) were designed for generating P450 (ALHF_04445.g2939 (*CYP6A36*), [31]) and ALHF_04553.g3033, carboxylesterase (ALHF_03407.g2111), adenylate cyclase (ALHF_01050.g580), protein kinase (ALHF_10712.g5974), G-protein coupled receptor (ALHF_06811.g4468), and peptidase (ALHF_07511.g4836 and ALHF_05334.g3663) cDNA fragments, respectively. The first PCR solution with cDNA template and an allele-independent primer pair was heated to 95°C for 3 min, followed by 35 cycles of 95°C for 30 s, 60°C for 30 s, and 72°C for 1 min, then 72°C for 10 min. The PCR product from this reaction was then used as the template to determine autosomal linkage. The second PCR was employed with 0.5 μL of the first round PCR reaction solution and the allele specific primer pair (Additional file 1: Table S1). The second PCR reaction was heated to 95°C for 3 min, followed by 35 cycles of 95°C for 30 s, 58°C for 30 s, and 72°C for 30 s, then 72°C for 10 min. One of each allele specific primer pair was designed based on the specific sequence of the genes from ALHF by placing a specific nucleotide polymorphism at the 3’ end of the primer to permit preferential amplification of the allele from ALHF. Each experiment was repeated three times with different mRNAs to ensure that the same autosomal linkage could be consistently repeated. The PCR products were sequenced at least once for each gene to confirm the consistency of the tested gene fragments.

## Results

### Illumina sequencing, transcriptome assembling and annotation of ALHF house flies

The number of paired end reads for each of the house fly strains ranged from 25–37 million, with an average of 7% of the reads discarded due to low quality (Table 1). The two RNA-Seq biological replicates from the ALHF strain ([NCBI:SRR521288] and [NCBI:SRR521289]) had sequence depths of 25 and 28 million reads, respectively. After the sequence cleaning steps, the two RNA-Seq sequences from ALHF were pooled, resulting in 53 million reads that could then be used to assemble the ALHF transcriptome reference. After the Trinity *de novo* transcriptome assembling [35] and CAP3 processing steps [36], 14488 contigs were generated from the adult female ALHF *M. domestica de novo* transcriptome assembly (Table 2). The majority of the contigs ranged from 500 to 1500 nt in length (Figure 3). The N50, the central tendency of the contig length, was 1039 nt, indicating that half of the total number of nucleotides used for the entire transcriptome assembly were contained within contigs with ≥1039 nt in length [53]. 

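The deposited table gives a coding length for each of the 6159 predicted genes. The lengths ran from 300 to 14781 nt, and 443 genes were shorter than 500 nt. The first 5469 genes of the table all had a coding length that is a multiple of 3, as a complete open reading frame has. Of the 690 genes that followed, 369 had such a length.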

Within the 14488 contigs, a total of 6159 (43%) of them contained coding regions with >500 nt length, 5469 of which had complete putative open reading frames (ORFs). The nucleotide sequence information for house flies has been submitted to the NCBI Transcriptome Shotgun Assembly (TSA) *(*http://www.ncbi.nlm.nih.gov/genbank/tsa/). The complete annotation spreadsheet for the *M. domestica* predicted gene set is provided in Additional file 2: Table S2, including the predicted gene name, nucleotide length, the TSA accession number from NCBI, the *D. melanogaster* blastx homology, the Superfamily general and detailed function annotations, the Pfam-A HMM homology, the KEGG homology, and the putative GO terms based on the *M. domestica* predicted gene homology to the *D. melanogaster* proteome. 

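The coding lengths of the predicted genes summed to 10365785 nt, with a median of 1305 nt. Genes of at least 2043 nt held 50% of these nucleotides. A coding length between 1000 and 3000 nt was found for 3385 genes, or 55.0% of them.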

The predicted gene set had an N50 of 2043 nt and the majority of the genes ranged in length from 1000 to 3000 nt (Figure 3). Among the 6159 annotated sequences, 5975 had significant hits to three different databases. A total of 5549 sequences had significant hits for the Pfam-A HMM library (v26.0), representing 2147 gene families [38,39], while 5730 sequences had significant hits for *D. melanogaster* (v. r5.46) [41] (Figure 4). Since ~93% of the sequences had significant (e-value < 10^-20^) matches to *D. melanogaster*, we used the bioinformatic information available for the *D. melanogaster* Structural Classification of Proteins (SCOP) functional annotation (http://supfam.cs.bris.ac.uk/SUPERFAMILY/) as a reference for the *M. domestica* transcriptome. To provide a general overview of the gene discovery in the adult *M. domestica* transcriptome, the predicted genes in *M. domestica* were thus classified according to their sequence homology to the functional categories of *D. melanogaster* in the SCOP database (Table 3) (http://supfam.cs.bris.ac.uk/SUPERFAMILY/). The SCOP functional category annotation sorts the genes from *D. melanogaster* into eight general function categories, which are then divided into detailed functional categories. A total of 1963 genes, which was approximately one-third of the 6159 genes, were placed into the non-annotated category of the SCOP general function category, and represented the largest SCOP general function category. The second most abundant general function category was the metabolism category, encompassing 17% of all predicted genes, followed by general function (15%), regulation (15%), intracellular processes (13%), information (4%), extracellular processes (2%), and “other” (1%). The Kyoto Encyclopedia of Genes and Genomes (KEGG) was also used for gene annotation in order to identify those genes with putative enzymatic function. Taken together, the use of multiple databases for the functional annotation of the predicted genes in the *M. domestica* adult transcriptome allowed us to categorize the *M. domestica* genes into higher (general and detailed function) and lower (family and gene function) levels of annotation.

**Table 1:** **Total Illumina reads for each of the *Musca domestica *** **strains/lines tested**

**Sample**	SRA^* ^**accession**	Total PE^** ^**reads passing chastity filter**	**Discarded**^**‡**^	**Reads used**
aabys	SRR521286	40284931	2794419	37490512
CS	SRR521290	34589399	2561540	32027859
ALHF	SRR521289	30329576	2208815	28120761
ALHF- replicate	SRR521288	26151304	1406309	24744995

^*^Sequence Read Archive, National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/sra/).

^**^51 nt Paired-end reads with an average insert size of 200 nt.

^‡^Discarded reads were removed using Trimmomatic based on a sliding window quality cut off of (4:15) and a minimum length of 36 nt after adapter removal. In addition all mate pairs were excluded from analysis if one of the mate pairs was rejected by Trimmomatic.

**Table 2:** **Results of the homology testing for the transcriptome assembly for the adult female *Musca domestica *** **ALHF strain**

**Assembly results**	**Total number**	**Unique annotation**
Contigs generated		
Non annotated contigs^†^	8229	-
Predicted ORFs	5469	-
5' Partial ESTs	519	-
3' Partial ESTs	171	
Contigs annotated		
No annotation^*^	184	-
*D. melanogaster*^‡^	5730	4265
Pfam family^**^	5549	2148
KEGG^††^	2795	1967

^†^"Non annotated contig" indicates that no ORF was identified in the contig.

^*^"No annotation" indicates the presence of an ORF, a start, and a stop codon, but no homology to the Pfam family HMM search, *Drosophila melanogaster*, or KEGG.

^**^Pfam HMM A (v26.0) Nov 2011. http:// pfam.sanger.ac.uk/*.*

^‡^*version r5.46 20 Feb, 2009.*http://www.flybase.org/*.*

^††^*Release 62.0 April 1, 2012.*http://www.genome.jp/kegg/*.*

**Figure 3:**
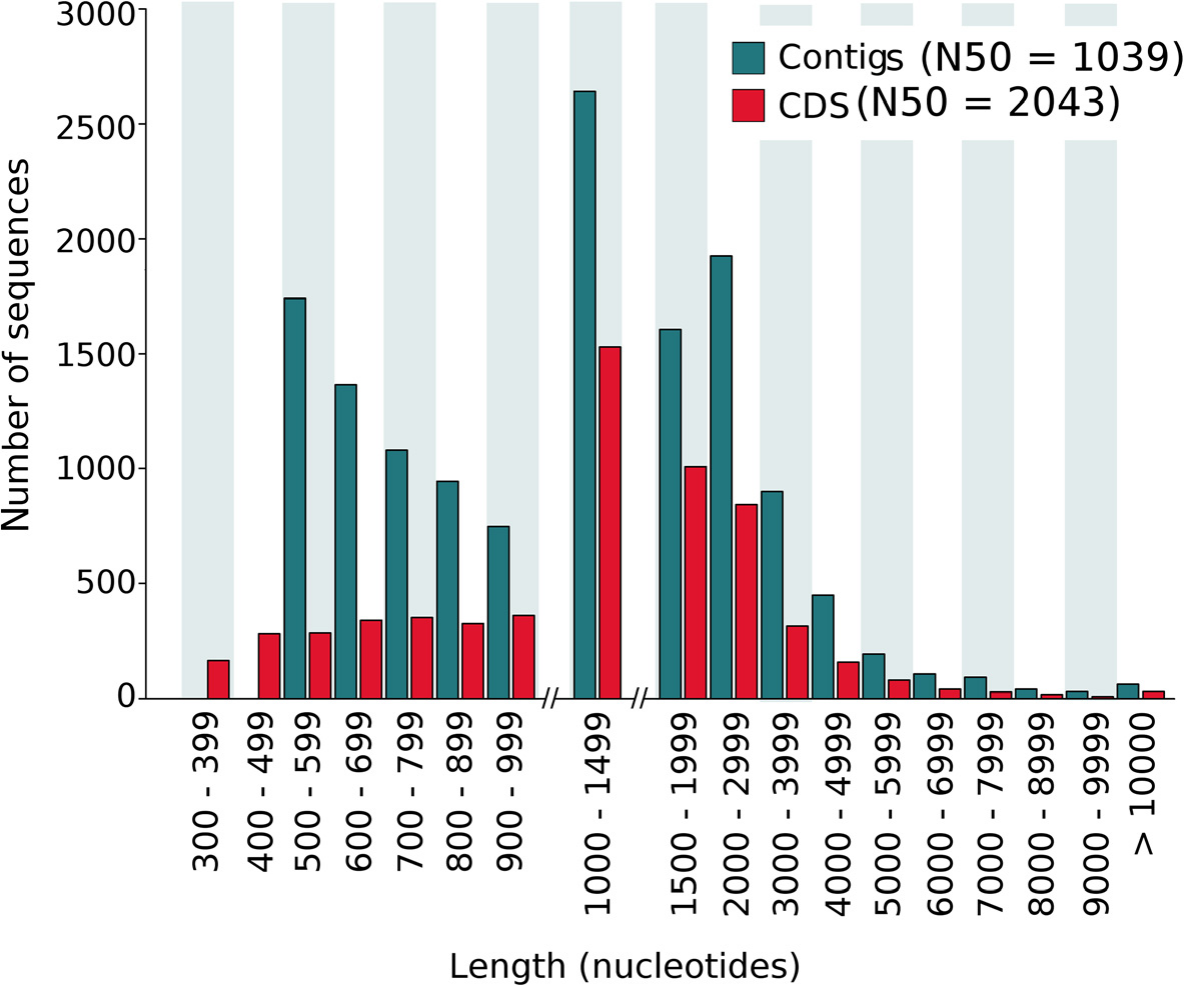
**Nucleotide length distributions for the *Musca domestica *ALHF strain raw assembled contigs and predicted coding regions (CDS).** Coding region lengths were predicted using Augustus (version 2.5.5) under the “fly” model and include both complete (5469 sequences) open reading frames (ORFs) and partial ORFs (690 sequences). A partial ORF means any sequence that is predicted to be missing either the start or the stop codon, but not both.

**Figure 4:**
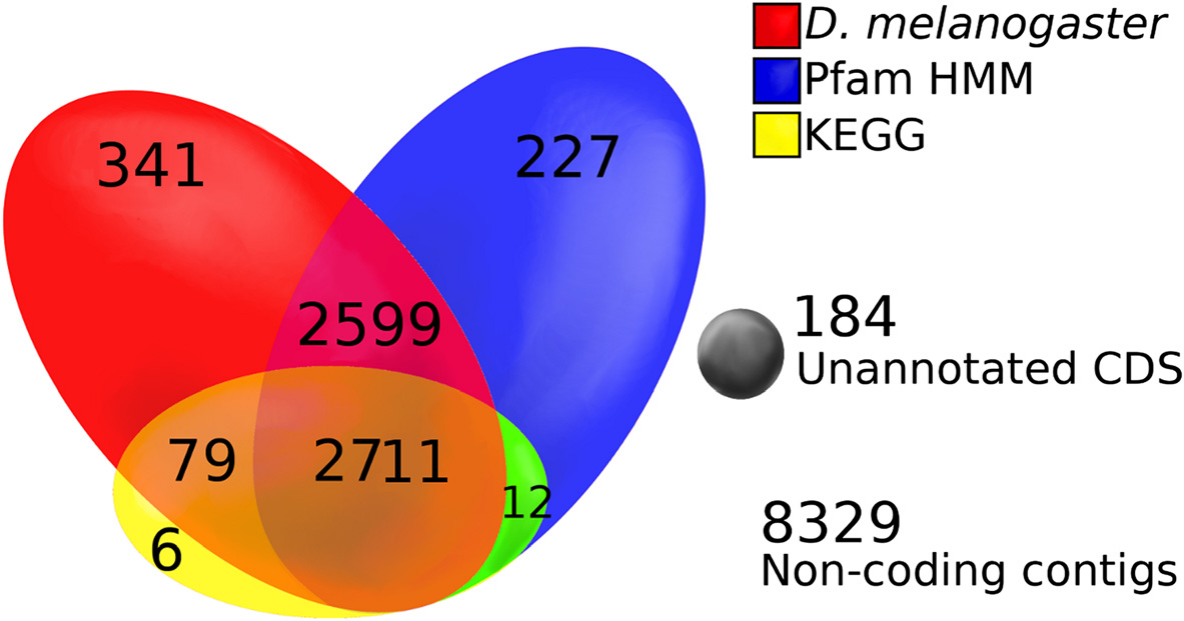
**Venn diagram for the annotation obtained for the *Musca domestica *ALHF strain predicted gene set.** Overlapping ellipses represent predicted genes from the Pfam-A (v26.0), the *Drosophila melanogaster* proteome (v. r5.46), and the Kyoto Encyclopedia of Genes and Genomes (KEGG) automatic annotation server (KAAS) that could be annotated in two or more of the databases used to predict gene function. An e-value threshold for homology detection was fixed at 10^-20^ for the Pfam and blastx analyses and at 10^-5^ for KEGG. The circles excluded from the overlapping ellipses represent sequences which contained the coding region, but had no homologs in any of the three databases used for gene prediction.

**Table 3:** **Higher level SCOP annotation for the predicted genes from the adult *Musca domestica *** **transcriptome based on sequence homology to *Drosophila melanogaster***^**§**^

**General function**	**Detailed function**	**Superfamilies**	**Predicted genes**
Metabolism	Amino acids metabolism /transport	6	17
	Carbohydrate metabolism /transport	11	94
	Coenzyme metabolism /transport	13	45
	Electron transfer	7	28
	Energy	23	45
	Lipid metabolism /transport	4	18
	Nitrogen metabolism /transport	1	2
	Nucleotide metabolism /transport	14	74
	Other enzymes	51	344
	Photosynthesis	1	2
	Polysaccharide metabolism /transport	2	19
	Redox	28	180
	Secondary metabolism	6	68
	Transferases	14	143
Regulation	DNA-binding	32	218
	Kinases/phosphatases	7	245
	Other regulatory function	5	12
	Receptor activity	2	5
	RNA binding, metabolism /transport	12	113
	Signal transduction	30	301
Information	Chromatin structure	4	4
	DNA replication/repair	15	141
	RNA processing	6	25
	Transcription	7	17
	Translation	44	77
Extra-cellular processes	Blood clotting	1	13
	Cell adhesion	18	101
	Immune response	4	22
	Toxins/defense	2	5
Intra-cellular processes	Cell cycle, Apoptosis	10	26
	Cell motility	11	38
	Ion metabolism /transport	13	173
	Phospholipid metabolism /transport	4	36
	Proteases	21	304
	Protein modification	15	105
	Transport	22	118
General	General	12	348
	Ion binding	1	6
	Ligand binding	1	4
	Protein interaction	19	178
	Small molecule binding	11	403
Other	Unknown function	26	75
	Viral proteins	1	4
NONA	not annotated	1	1963
	TOTAL	537	6159

^§^SCOP Superfamily annotation for *D. melanogaster* (v. 66_539) http://supfam.cs.bris.ac.uk/SUPERFAMILY/cgi-bin/gen_list.cgi?genome=dd.

### House fly transcriptome reference and gene expression profiles

The ALHF transcriptome was used as the reference for the comparison of gene expression between the resistant ALHF and the susceptible aabys and CS strains of *M. domestica*. To verify that the predicted genes within the ALHF transcriptome also provided good coverage for the other *M. domestica* strains tested, we independently mapped the raw Illumina reads from each of the *M. domestica* strains to the ALHF reference transcriptome using Tophat and then determined the percentage of gene coverage for each of the genes within each *M. domestica* strain. The results showed that the median nucleotide coverage for the 6159 genes within the ALHF transcriptome was >99% for all of the *M. domestica* strains tested (Figure 5), demonstrating that the transcriptome from ALHF was indeed a suitable reference for the determination of gene expression levels for all the strains.

**Figure 5:**
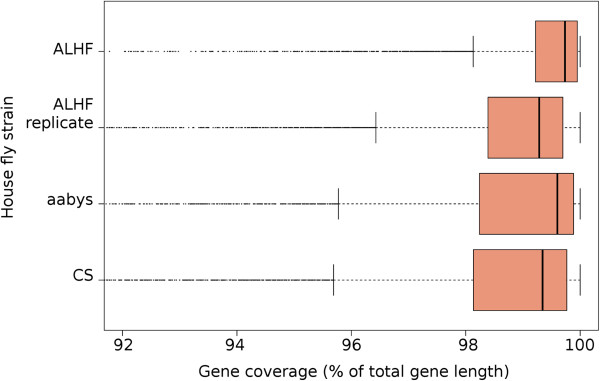
**Box and whisker plots representing the interquartile ranges (IQR) for the nucleotide coverage of each of the ALHF strain predicted genes in each of the *Musca domestica *strains tested.** The dependent axis has been broken to make the IQR and median values discernible. The solid line within each of the boxes represents the median value for the gene coverage for each house fly strain.

The program RSEM [43] was therefore used to estimate the gene expression values (FPKM) for all the *M. domestica* strains using the ALHF transcriptome as the reference. 

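RNA was sequenced as 51 nt read pairs from samples of 20 female flies at 3 days of age. There were 2 libraries of ALHF, the pyrethroid-resistant strain, and 1 library each of aabys and CS, the susceptible strains. The authors estimated expression with RSEM on the predicted coding regions of ALHF, and deposited 1 table of values named FPKM. The values cannot be FPKM of these genes. The value multiplied by the coding length in kilobases summed to between 12123000 and 31948000 per library, whereas FPKM allows at most 1000000. All values were whole numbers, and they rose with coding length (Spearman's rho of 0.338 to 0.406 across genes), while the value divided by the length did not (rho of -0.04 to -0.03). They were therefore treated as estimated fragment counts, rounded and without normalization, and are called counts here. Which column of the RSEM output they are is not stated. The counts summed to 10112769 in the library named ALHF (replicate 1 here), 5523826 in the library named ALHF2 (replicate 2), 15085758 in aabys and 12440784 in CS. These totals were 36.0%, 22.3%, 40.2% and 38.8% of the read pairs given for the 4 libraries in Table 1. A count above 0 was found for 6066 genes in ALHF replicate 1, 6043 in ALHF replicate 2, 5995 in aabys and 5995 in CS, and 55 genes were at 0 in every library. All 4 libraries were fitted together with edgeR's quasi-likelihood test after TMM normalization, over the 6070 genes kept by its filter on low counts. Because only ALHF has replicates, the spread came from that pair with 1 residual degree of freedom, and the single aabys and CS libraries were assumed to vary alike. The common dispersion was 0.196, a biological coefficient of variation of 0.443. In counts simulated with a dispersion of 0.2, in which 200 genes differed by 3 on the log2 scale, the same test recovered 50.5% of them for ALHF against aabys and 53% for ALHF against CS. All simulated genes had the same dispersion, and the changed genes came from those with a mean count of at least 50. The real fit had only 3.18 prior degrees of freedom, as dispersions that vary between genes give. The recovery is therefore not the power of the test in these data.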

The gene expression values from the susceptible aabys and CS strains were then compared with the gene expression values of the ALHF strain to determine differential gene expression using EdgeR [44] with a 0.05 false discovery rate (α = 0.05, [45,46]). In addition to testing the two susceptible strains of *M. domestica* for differential gene expression, we further tested the gene expression values of the ALHF strain against an additional biologically-independent sample of the ALHF strain to ensure that the gene expression values were reproducible. When the gene expression values of the two ALHF samples were compared, the results showed a strong 1:1 correlation (r^2^ = 0.95); the correlation coefficients for the aabys and CS strains were 0.62 and 0.49, respectively (Figure 6). In addition, <10% (606) of the genes tested as differentially expressed between the two ALHF replicates, while the aabys and CS strains had 3428 and 4792 genes that were differentially expressed, respectively (Figure 6). 

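The squared Pearson correlation was computed across all 6159 genes on log10 of the count plus 1. It was 0.767 for the 2 ALHF libraries, 0.575 for ALHF replicate 1 and aabys, and 0.372 for ALHF replicate 1 and CS. The values were 0.621 for aabys and 0.490 for CS when ALHF replicate 2 took the place of replicate 1. The aabys and CS libraries, from different strains, gave 0.758. The scale moved the values that involve an ALHF library most. On the linear scale they were 0.924 for the ALHF pair, and 0.181 for aabys and 0.111 for CS with ALHF replicate 1. The value of aabys and CS moved most with a mean count of at least 50, to 0.678. Genes are not independent replicates, so no p-value is given. Among 757 genes with at least 1000 counts in both ALHF libraries, the log2 ratio between them had an SD of 0.612.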

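With the spread between the ALHF libraries as the error, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes between ALHF and aabys and 0 genes between ALHF and CS at an adjusted p under 0.05. The smallest adjusted p was 0.107 for aabys and 0.0629 for CS. At an unadjusted p under 0.05 there were 1062 genes for aabys and 2558 for CS. The Wald test of DESeq2 called 620 and 2009 genes, and limma on log2 of the TMM-normalized CPM plus 1 called 0 and 17. The result lies close to the threshold: with DESeq2's size factors in place of TMM, the quasi-likelihood test called 32 genes for aabys and 1015 for CS. Each library was also tested alone against ALHF replicate 1, with edgeR's exact test and a dispersion fixed in advance, since none can be estimated from 1 library on each side. Such a test compares the libraries, not the strains. At a dispersion of 0.01 it called 2508 of the 6159 genes (40.7%) between the ALHF replicates, 4107 (66.7%) for aabys and 5173 (84%) for CS. At a dispersion of 0.16 it called 144, 516 and 1820, and with ALHF replicate 2 as the reference 372 for aabys and 1159 for CS. The order of the libraries was the same at each dispersion. In the counts simulated at a dispersion of 0.2, the exact test at 0.01 called 3422 unchanged genes between ALHF and aabys. In the same counts DESeq2 called 33 unchanged genes for aabys and 30 for CS, beside 144 and 140 changed genes. The quasi-likelihood test called 11 and 2 unchanged genes there, and limma 17 and 9. These numbers hold for a dispersion equal in all genes and need not hold for the real counts.

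**Figure D1:**
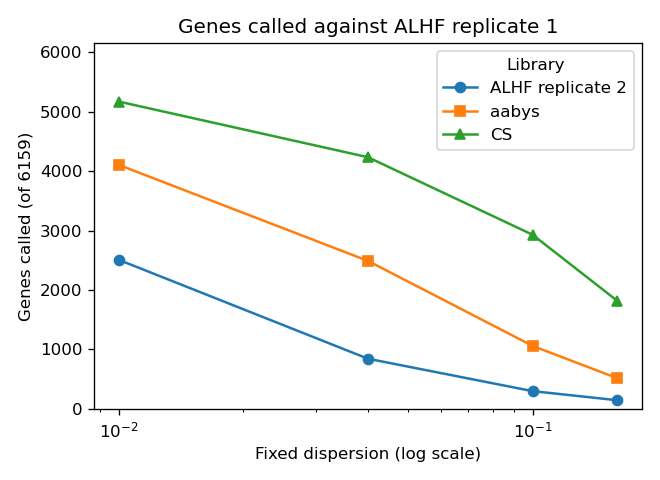
Genes called by edgeR's exact test in each library against ALHF replicate 1 (vertical axis, of 6159 genes) by the fixed dispersion (horizontal axis, log scale). Each point is 1 comparison of 2 libraries. The counts fall from 2508, 4107 and 5173 at 0.01 to 144, 516 and 1820 at 0.16 for ALHF replicate 2, aabys and CS.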

Since gene over-expression has been linked to insecticide resistance [4,54-57], the genes identified as differentially up-regulated in the ALHF strain when compared to both the insecticide-susceptible aabys and CS strains represent the genes putatively involved in pyrethroid resistance.

**Figure 6:**
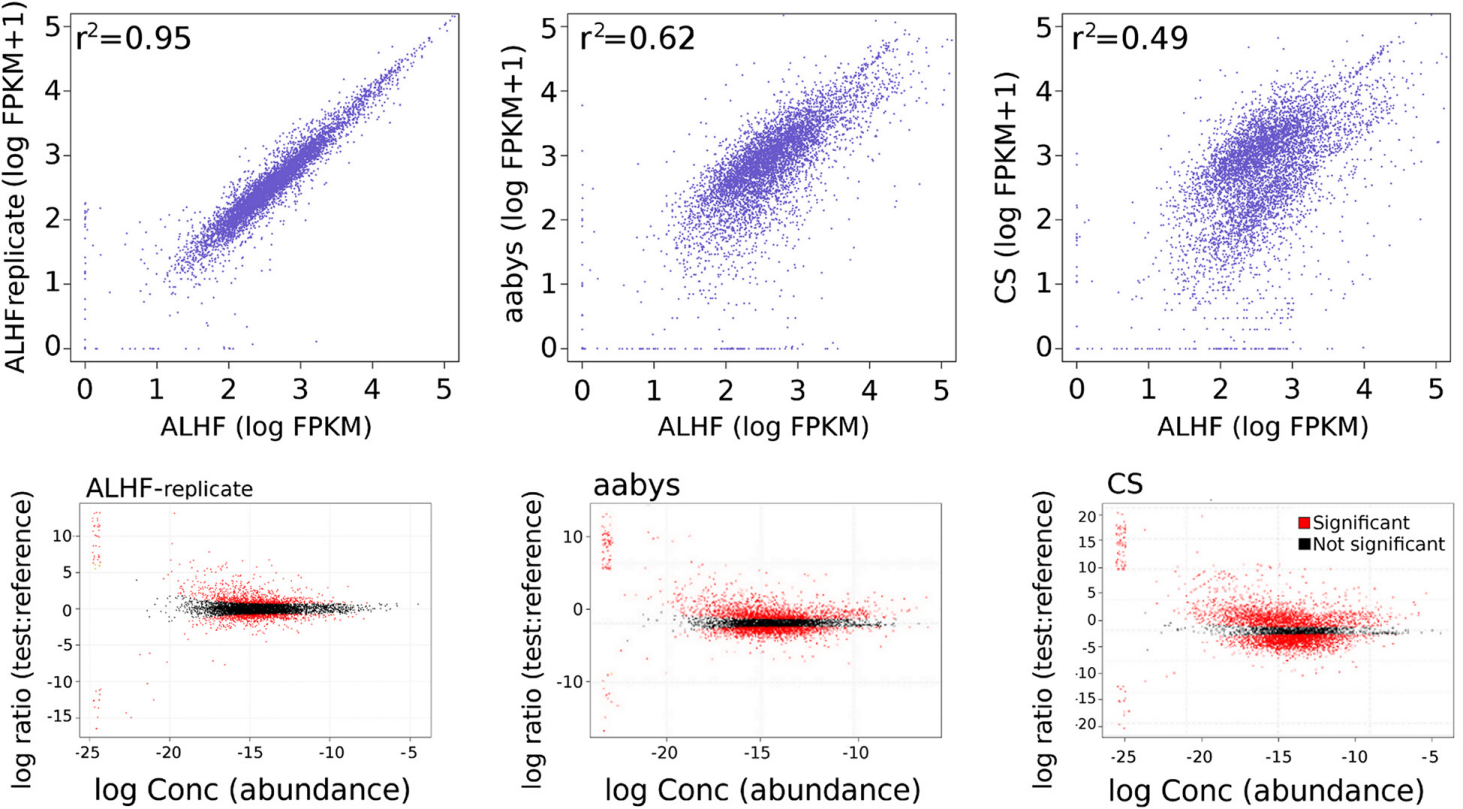
**Correlation of the gene expression levels (FPKM) for all of the *Musca domestica *strains tested versus the ALHF pyrethroid-resistant strain (upper panels).** Scatterplots represent the differential gene expression compared to the ALHF strain (lower panels). In the upper panels, the points closest to the 1:1 line represent genes with the same gene expression value as the ALHF strain and the tested *M. domestica* strain. In the lower panels, each point represents a gene, with red points below the central axis indicating the genes that were down-regulated in the tested *M. domestica* strain compared to the ALHF strain, thus the red points below the horizontal axis on the lower panels represent the genes that were up-regulated in the pyrethroid-resistant ALHF strain and putatively linked to insecticide resistance.

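Genes that differ from both strains in the same direction were first counted without a test, from the mean normalized count of the 2 ALHF libraries. At least 2-fold higher values in ALHF than in aabys and CS were found for 1317 genes, and at least 2-fold lower values for 639 genes. Without ALHF replicate 1 the counts were 1227 and 687, and without ALHF replicate 2 they were 1346 and 876. With library size alone they were 880 and 1428. Scaling the libraries to the actin gene of the qRT-PCR moved the balance most, to 20 and 5803. Both ALHF libraries lay above both susceptible libraries in 2061 of the 6070 genes tested (34.0%) and below both in 2124 (35.0%), where chance gives 16.7% on each side. The 2 comparisons share the ALHF libraries, and their log2 ratios correlated across genes with r = 0.760. In 100 simulations of unchanged strains, all 4 libraries were drawn anew from 1 mean profile, with a dispersion of 0.196 and independent genes. Sharing of the drawn ALHF libraries alone gave a mean r of 0.336 (0.299 to 0.358). It also gave a mean of 148.6 genes at least 2-fold higher in both comparisons and 189.1 lower. The observed numbers, with log ratios computed as in the simulations, were 1230 and 686. When no library was shared, with ALHF replicate 1 over aabys beside ALHF replicate 2 over CS, r was 0.683 (simulated mean 0.00218). In the other such pairing, ALHF replicate 1 over CS beside ALHF replicate 2 over aabys, r was 0.538. The simulations hold no state of a sample that moves many genes together. The excess over them therefore cannot separate a strain difference from such a state or from a library effect. The quasi-likelihood test called 0 genes higher in both comparisons, where 609 genes had an unadjusted p under 0.05 in each. DESeq2 called 435 and limma 0. When aabys and CS were taken as 1 susceptible group of 2 libraries, the quasi-likelihood test called 43 genes higher and 4 lower in ALHF. Since over-expression has been linked to insecticide resistance, the paper takes the genes higher in ALHF than in both strains to be those putatively involved in pyrethroid resistance.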

Overall, a total of 1316 genes were identified as being co-up-regulated in ALHF in comparison to both aabys and CS (Additional file 3: Table S3). While one-third of these genes (452 genes) were distributed within the SCOP general function category of “no annotation” (Additional file 3: Table S3), the majority (777 genes) fell within the SCOP categories of metabolism, general, intra-cellular processes, and regulation, containing 275, 178, 174, and 150 genes, respectively (Additional file 3: Table S3). 

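All 1316 genes of the list were found in the deposited table. The list was chosen in the study on these libraries. Neither the direction of its genes nor their share at 2-fold is therefore independent evidence. Of the 1316 genes, 1315 had a higher unscaled count in ALHF replicate 1 than in both strains. The effective library size after TMM was 8253290 in ALHF replicate 1, 16956400 in aabys and 15835800 in CS. Scaling alone puts such a gene near or above 2-fold in that ALHF library. The filter on low counts kept 1300 of the 1316 genes. After TMM normalization these had a positive log2 ratio of ALHF to both strains, with a median of 1.80 for aabys and 2.77 for CS, and 1127 of the 1300 were at least 2-fold higher in both comparisons. Without the filter 1142 of the 1316 genes were. In ALHF replicate 2 alone, 1198 of the 1316 genes had a positive ratio to both strains. By SCOP category, the genes kept by the filter and at least 2-fold higher in both comparisons numbered 234 in metabolism, 147 in general, 156 in intra-cellular processes, 133 in regulation and 383 without annotation. The quasi-likelihood test of edgeR called 0 of the genes in both comparisons, and 607 had an unadjusted p under 0.05 in each. Limma also called 0 and DESeq2 called 430 of the genes, 121 of them in metabolism, 55 in general, 55 in intra-cellular processes and 38 in regulation.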

The metabolism SCOP general function category had the greatest number of detailed function groups (13 groups), among which the redox detailed function group contained the second largest number of genes and detoxification enzymes such as cytochrome P450s, glutathione-S-transferases (GSTs) and esterases (Additional file 3: Table S3). 

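The list held 13 detailed function groups in metabolism. Of its 52 redox genes, 48 were at least 2-fold higher in ALHF than in both strains, as were 64 of the 77 genes of the group of other enzymes. These shares, and those of the families below, follow largely from how the list was chosen. The 18 cytochrome P450 genes had median log2 ratios of 2.06 to aabys and 2.81 to CS, and each was at least 2-fold higher in both comparisons. For the 6 glutathione S-transferase genes the medians were 1.43 and 2.28, and for the 6 carboxylesterase genes 1.35 and 2.36. The carboxylesterase median for aabys was 0.61 without ALHF replicate 1 and 1.84 without ALHF replicate 2. In each of these families 4 of the 6 genes passed 2-fold in both comparisons. All ratios in the 3 families were positive with TMM and with DESeq2's size factors, and with library size alone 1 carboxylesterase gene fell below aabys. In ALHF replicate 2 alone, all 18 P450 genes but 5 of the 6 genes of each of the other families had a positive ratio to both strains. When the libraries were scaled to the actin gene ALHF_04132.g2678 instead, 16 of the P450 genes, 5 of the glutathione S-transferase genes and 6 of the carboxylesterase genes were lower in ALHF than in both strains. The median of all genes then moved to -4.77 for aabys and -6.50 for CS.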

Interestingly, within the regulation category the detailed function groups with the greatest number of genes were involved with signal transduction, kinases/phosphatases, and DNA binding, while in the intra-cellular processes category the proteases were the most abundant detailed function group. 

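In the regulation category, 64 of the 69 signal transduction genes, 48 of the 54 kinase and phosphatase genes and 15 of the 19 DNA-binding genes were at least 2-fold higher in ALHF than in both strains. Of the 67 protease genes, 58 were at least 2-fold higher. As for the whole list, these shares follow largely from how it was chosen. The median log2 ratio to aabys was 1.75 for signal transduction, 1.86 for kinases and phosphatases, 1.57 for DNA binding and 1.78 for proteases.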

A total of 1440 genes were identified as down-regulated in the ALHF strain when compared to the susceptible aabys and CS strains (Additional file 3: Table S3), among which one-third (458) of the genes had no SCOP annotation. 

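For the 1440 genes listed as down-regulated, the median log2 ratio of ALHF after TMM normalization was -0.98 to aabys and -1.62 to CS. With library size alone it was -1.40 and -2.22, beside 1.38 and 2.17 for the genes listed as up-regulated. The ratio was negative in both comparisons for 1375 genes and positive in both for 24 genes. At least 2-fold lower values in both comparisons were found for 622 genes (43.2%), and for 1174 genes with library size alone. The quasi-likelihood test called 0 of the listed genes in both comparisons, and 296 had an unadjusted p under 0.05 in each. DESeq2 called 95 and limma 0. Scaling by TMM raised ALHF replicate 1 against both strains, which works against the down-regulated genes and for the up-regulated genes. The shares of these lists at 2-fold therefore cannot be set against each other.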

The rest of the down-regulated genes were distributed within the SCOP general function category of regulation (254 genes), general (242 genes), metabolism (194 genes), intra-cellular processes (152 genes), information (105 genes), other (22 genes), and extra-cellular processes (13 genes).

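The share of listed genes at least 2-fold lower in ALHF than in both strains was 44.5% in regulation, 41.7% in general, 38.7% in metabolism, 50.7% in intra-cellular processes and 45.7% in information. Of the 22 genes in the category other, 6 passed this threshold, as did 8 of the 13 in extra-cellular processes. DESeq2 called 18 of the regulation genes, 15 of the general, 12 of the metabolism, 13 of the intra-cellular and 7 of the information genes.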

### Validation of the expression of up-regulated genes in house fly strains/lines

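For each of the 70 genes of Table 4, the normalized count in ALHF (mean of 2 libraries) was above the count in aabys and in CS. When the libraries were scaled to the actin gene to which the qRT-PCR was normalized, 1 of the 70 genes was above both strains and 64 were below both, with a median log2 ratio to aabys of -3.13. This scaling shifts all genes alike: 5856 of the 6070 genes tested were then below both strains, with a median of -4.77 to aabys. The change of sign is therefore not specific to the 70 genes. With TMM, at least 2-fold higher values than in both strains were found for 65 genes. The study chose these genes as up-regulated on the same libraries, so that their number at 2-fold follows largely from that choice. In ALHF replicate 2 alone, 65 genes were above both strains and 3 were below both. The quasi-likelihood test called 0 genes against aabys over all genes tested, with adjusted p from 0.157 to 0.865, and 36 genes had an unadjusted p under 0.05. Limma called 0. DESeq2 called 17 over all genes and 28 when adjusted over the list alone, which is not independent evidence.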

A total of 70 genes were selected from the predominant groups of up-regulated genes identified by RNA-Seq, including multiple cytochrome P450s, GSTs, and esterases in metabolism; kinases/phosphatases, 7 transmembrane receptors (rhodopsin-like G-protein coupled receptor (GPCR) family), adenylate and guanylate cyclases in regulation; and serpins and carboxypeptidases in intracellular processes for further validation by qRT-PCR. We examined the expression of these 70 genes in resistant ALHF, susceptible aabys and five house fly homozygous lines A2345, A1345, A1245, A1235, and A1234, the lines represent the ALHF strain where autosomes 1, 2, 3, 4, and 5, respectively, have been replaced by the autosome from aabys. Overall, the biological replication of qRT-PCR results showed that the expression of the majority of genes (81%) was consistent with the RNA-Seq data, being highly expressed in resistant ALHF compared with the susceptible aabys (Table 4). 

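RNA-Seq and qRT-PCR were compared for the 59 genes to which Table 4 gives a qRT-PCR value. The scales differ, since the RNA-Seq ratios were normalized by TMM and the qRT-PCR folds to actin. The log2 ratio of ALHF to aabys by RNA-Seq and log2 of the paper's fold correlated across genes with Pearson's r = 0.624 (two-sided permutation test with 100000 resamples, p = 7e-05) and Spearman's rho = 0.606 (p = 1e-05, the smallest the resamples can give). Genes are not independent replicates, and no other relation with the qRT-PCR values was computed. Without ALHF replicate 1, r fell to 0.225 (p = 0.098) and rho to 0.371 (p = 0.0039). Without the genes over 20-fold by qRT-PCR, r was 0.405 over 52 genes. With the libraries scaled to actin r was 0.567. Of the 59 genes, 55 were at least 2-fold higher in ALHF by RNA-Seq, as were 9 of the 10 genes marked in Table 4 as not differentially expressed. These numbers follow largely from the choice of the genes on the same libraries. The gene ALHF_01902.g1074 has neither a value nor this mark. The cytochrome P450 gene ALHF_05265.g3608 had normalized counts of 193 ± 94.3 CPM (SD, n = 2) in ALHF, a log2 ratio to aabys of 7.85 (standard error 0.94, adjusted p = 0.157 from edgeR's quasi-likelihood test). DESeq2 called this gene. The paper's qRT-PCR fold was 510. For the P450 gene ALHF_03088.g1882 the log2 ratio was 1.39 (standard error 0.47, adjusted p = 0.269 from the same test), beside a fold of 310 in the paper, and DESeq2 did not call it. The protein-tyrosine phosphatase gene ALHF_11768.g6612 had 114 and 272 counts in the ALHF libraries and 0 in aabys, and was at least 202-fold higher in ALHF against a floor of 3 counts in that library. This bound was 325-fold without ALHF replicate 1 and 78.1-fold without ALHF replicate 2, and the paper's fold was 39. The peptidase gene ALHF_02207.g1267, for which the paper gives a fold of 145, had 1200 counts in ALHF replicate 1, 0 in replicate 2 and 18 in aabys, so that its direction rests on replicate 1. The carboxylesterase gene ALHF_03407.g2111 had the lowest log2 ratio of the 70 genes, 0.38, and the sign turned negative without ALHF replicate 1 or with library size alone.

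**Figure D2:**
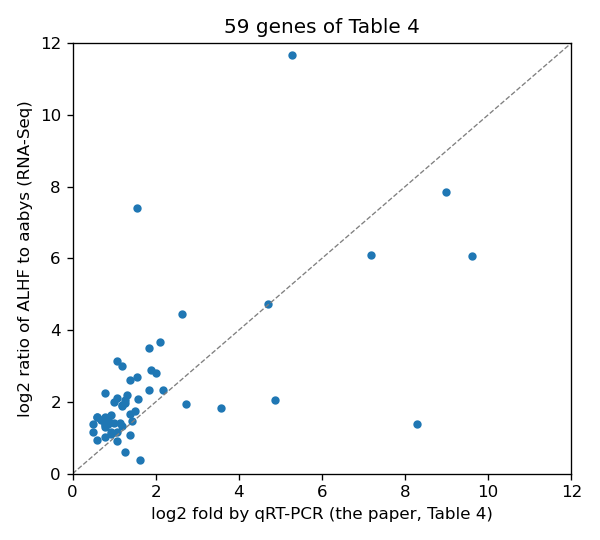
log2 ratio of ALHF to aabys by RNA-Seq (vertical axis) against log2 of the qRT-PCR fold of Table 4 (horizontal axis) for 59 genes. Each point is 1 gene, the dashed line marks equal values, and r is 0.624. The RNA-Seq ratios are normalized by TMM and the qRT-PCR folds to actin.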

We also examined the expression levels of the up-regulated genes in ALHF for the five house fly lines to determine the effects of factors from the different autosomes of ALHF on the up-regulation of the genes. Clear changes in the gene expression levels were identified when each autosome in ALHF was replaced by the corresponding aabys autosome, i.e., lines A2345, A1345, A1245, A1235, and A1234 (Figure 7, Table 4). In general, no significant change in the level of expression was observed for most of the selected genes, when autosome 4 of ALHF (i.e., line A1235, Figure 7, Table 4) was replaced with that from aabys except for four protease genes. Previous research by Tian et al., [30] identified that when autosome 4 in ALHF was replaced by the one from aabys, there was no significant decrease in resistance. Liu and Scott (1995) also demonstrated that replacement of autosome 4 in the resistant LPR house flies with the one from aabys, the resistance level was not changed [4]. Liu and Yue (2001) reported the similar results in house flies [5]. Taken together, these results strongly revealed that factors/genes on autosome 4 do not have a major role in the up-regulation of genes in ALHF, although further investigation of the up-regulated protease genes in resistance is needed. The majority of the selected up-regulated genes exhibited no change in expression when autosome 1 or 3 in ALHF was replaced by the corresponding autosome from aabys (i.e., lines A2345 or A1245, respectively). However, significant changes in the gene expression for most of the selected up-regulated genes (>90%) were observed when autosome 2 or 5 in ALHF was replaced by the corresponding autosome from aabys (i.e., lines A1345 or A1234 respectively). These results suggest the importance of factors on autosome 2 and/or 5 for the expression of up-regulated genes in ALHF and/or that several of the up-regulated loci reside on the replaced chromosomes.

**Table 4:** **Gene expression values and the predicted autosomal interactions for the selected genes linked to pyrethroid resistance in *Musca domestica *** **as assayed by qPCR**

**SCOP**^**† **^**functional annotation**		**Predicted gene function**	**Accession number**	**Relative gene expression ± SE**					
**General**	**Detailed**	**Pfam annotation**^**§**^	**Gene**	**ALHF**	**A2345**	**A1345**	**A1245**	**A1235**	**A1234**
Metabolism	Other	Carboxylesterase	ALHF_03407.g2111	3.1 ± 0.2	2.4 ± 0.1	1.8 ± 0.12*	3.0 ± 0.1	2.9 ± 0.1	1.1 ± 0.11*
			ALHF_05628.g3847	6.6 ± 1.3	2.1 ± 0.3*	1.0 ± 0.1*	4.0 ± 0.4	3.2 ± 0.1	4.4 ± 0.8
			ALHF_00771.g422	26 ± 5.5	14 ± 1.2	0.24 ± 0.07*	18 ± 1.5	26 ± 2	3.1 ± 0.3*
	Redox	Cytochrome P450	ALHF_04553.g3033	2.7 ± 0.09	2.5 ± 0.1	2.7 ± 0.2	2.5 ± 0.08	3.0 ± 0.2	0.8 ± 0.03*
			ALHF_05265.g3608	510 ± 28	300 ± 5.0	15 ± 2.6*	530 ± 16	500 ± 18	300 ± 4.3
			ALHF_03088.g1882	310 ± 9.3	310 ± 10	190 ± 9.0	150 ± 4.4	310 ± 18	120 ± 6.4*
			ALHF_02791.g1651	12 ± 0.2	7.4 ± 0.7	7.9 ± 0.04	8.8 ± 0.2	13 ± 0.9	2.4 ± 0.09*
			ALHF_07553.g4857	6.2 ± 0.6	2.6 ± 0.4*	3.1 ± 0.6*	9.5 ± 2.3	6.2 ± 0.5	2.6 ± 0.3*
			ALHF_04445.g2939	3.0 ± 0.1	1.6 ± 0.2*	1.8 ± 0.4*	4.0 ± 0.4	3.0 ± 0.04	1.0 ± 0.2*
			ALHF_04444.g2938	3.6 ± 0.06	1.9 ± 0.1	2.1 ± 0.09	5.6 ± 2.1	3.6 ± 0.1	1.0 ± 0.2*
			ALHF_03006.g1816	2.3 ± 0.09	1.9 ± 0.3	1.1 ± 0.08*	3.8 ± 0.4	2.1 ± 0.06	0.9 ± 0.1*
			ALHF_01822.g1025	4.3 ± 1.0	1.3 ± 0.2*	1.9 ± 0.4*	5.6 ± 1.2	4.2 ± 0.2	0.6 ± 0.1*
			ALHF_04730.g3176	2.1 ± 0.02	1.2 ± 0.2	2.6 ± 0.3	7.1 ± 2.7	1.8 ± 0.09	0. 7 ± 0.09*
			ALHF_03063.g1860^††^	-	-	-	-	-	-
			ALHF_05136.g3505	2.4 ± 0.3	0.9 ± 0.1*	0.4 ±0.2*	3.2 ± 0.4	2.5 ± 0.2	1.5 ± 0.1
			ALHF_07623.g4891	1.9 ± 0.2	1.8 ± 0.2	0.4 ± 0.2*	4.6 ± 1.2	2.2 ± 0.1	1.0 ± 0.1 *
			ALHF_08221.g5182	2.6 ± 0.2	1.6 ± 0.04	1.8 ± 0.3	0.6 ±0.04	2.9 ± 0.04	0.6 ± 0.05*
			ALHF_04665.g3125	2.9 ± 0.08	1.0 ± 0.05*	1.1 ± 0.06*	0.8 ±0.03*	2.8 ± 0.09	1.0 ± 0.03*
			ALHF_01339.g731	2.0 ± 0.08	2.3 ± 0.07	0.2 ± 0.03*	1.1 ± 0.03	2.1 ± 0.07	0.8 ± 0.04*
			ALHF_04736.g3182^††^	-	-	-	-	-	-
			ALHF_03849.g2446^††^	-	-	-	-	-	-
		Glutathione-S-transferase	ALHF_04900.g3328	2.8 ± 0.4	2.1 ± 0.2	0.9 ± 0.08*	2.3 ± 0.2	2.8 ± 0.2	2.2 ± 0.2
			ALHF_04476.g2964	2.4 ± 0.2	1.7 ± 0.2	0.6 ±0.07*	1.9 ± 0.2	1.8 ± 0.08	0.7 ± 0.02*
			ALHF_03731.g2351	2.4 ± 0.3	1.8 ± 0.3	0.4 ± 0.03*	1.2 ± 0.08	1.5 ± 0.07	0.6 ± 0.08*
			ALHF_04477.g2965	1.5 ± 0.02	1.1 ± 0.11	0.6 ± 0.07*	1.7 ± 0.1	1.3 ± 0.06	0.8 ± 0.1*
			ALHF_03145.g1917	1.9 ± 0.2	0.7 ± 0.06*	0.5 ± 0.01*	1.6 ± 0.2	1.8 ± 0.06	0.9 ± 0.02*
Regulation	Kinase / phosphatase	Protein kinase domain	ALHF_02546.g1487	2.9 ± 0.09	3.8 ± 0.75	0.4 ± 0.04*	2.2 ± 0.3	2.6 ± 0.2	0.5 ± 0.08*
			ALHF_00685.g381	3.6 ± 0.4	3.2 ± 0.7	0.8 ±0.2*	1.1 ± 0.09*	3.3 ± 0.3	0.5 ± 0.04*
			ALHF_03462.g2147	3.7 ± 0.7	4.1 ± 0.4	0.5 ± 0.01*	1.5 ± 0.2*	3.5 ± 0.2	0.2 ± 0.2*
			ALHF_02885.g1722	1.8 ± 0.2	1.8 ± 0.2	0.6 ±0.2*	1.5 ± 0.8	1.6 ± 0.1	0.8 ±0.1*
			ALHF_00823.g452	2.0 ± 0.2	1.8 ± 0.2	0.8 ± 0.2*	1.2 ± 0.09	1.8 ± 0.2	0.7 ± 0.1 *
			ALHF_04500.g2986	1.7 ± 0.09	1.1 ± 0.04	0.7 ± 0.2*	1.5 ± 0.1	1.7 ± 0.04	0.9 ± 0.06*
			ALHF_04095.g2646	1.7 ± 0.1	1.1 ± 0.06	0.9 ±0.2	1.0 ± 0.08	1.5 ± 0.03	1.0 ± 0.2
			ALHF_01595.g882	2.3 ± 0.2	0.8 ± 0.06*	0.8 ± 0.1*	1.4 ± 0.2	2.5 ± 0.2	1.0 ± 0.1*
			ALHF_01832.g1033	2.3 ± 0.2	2.8 ± 0.6	0.4 ± 0.09*	1.0 ± 0.06*	1.9 ± 0.1	0.4 ± 0.06*
			ALHF_08078.g5122	2.6 ± 0.7	1.0 ± 0.04	0.5 ± 0.03*	1.7 ± 0.1	2.4 ± 0.2	0.6 ± 0.06*
			ALHF_11277.g6269	2.3 ± 0.1	0.7 ± 0.05*	0.2 ± 0.02*	1.8 ± 0.1	2.1 ± 0.2	0.8 ± 0.2*
			ALHF_11442.g6384^††^	-	-	-	-	-	-
			ALHF_00727.g395^††^	-	-	-	-	-	-
		Protein tyrosine kinase	ALHF_11829.g6650	1.7 ± 0.08	1.3 ± 0.09	1.5 ± 0.17	2.2 ± 0.4	1.9 ± 0.1	1.3 ± 0.1
			ALHF_11144.g6194	4.0 ± 0.8	3.2 ± 0.2	1.4 ± 0.2*	2.5 ± 0.7	5.1 ± 0.2	0.8 ± 0.04*
			ALHF_09312.g5609	1.9 ± 0.1	1.3 ± 0.1	0.7 ± 0.1*	1.7 ± 0.2	1.7 ± 0.06	0.7 ± 0.1*
			ALHF_10712.g5974	1.8 ± 0.1	0.7 ± 0.04*	0.6 ± 0.2*	1.7 ± 0.3	1.8 ± 0.08	0.7 ± 0.1*
			ALHF_07173.g4665	1.5 ± 0.1	1.3 ± 0.1	0.8 ± 0.05*	1.2 ± 0.2	1.6 ± 0.07	0.5 ± 0.1*
			ALHF_03649.g2289	2.1 ± 0.1	0.9 ± 0.07*	0.4 ± 0.2*	1.5 ± 0.2	2.1 ± 0.2	1.1 ± 0.06*
			ALHF_05773.g3933^††^	-	-	-	-	-	-
			ALHF_11245.g6252	1.7 ± 0.07	0.6 ± 0.03*	0.2 ± 0.06*	0.5 ± 0.2*	1.9 ± 0.09	0.9 ± 0.09*
		Protein-tyrosine phosphatase	ALHF_11768.g6612	39 ± 4.9	1.6 ± 0.07*	0.6 ± 0.05*	0.4 ± 0.1*	36 ± 3.8	0.5 ± 0.03*
			ALHF_03863.g2457	1.5 ± 0.06	0.9 ± 0.09	0.5 ± 0.04*	1.2 ± 0.2	1.7 ± 0.06	0.9 ± 0.08*
	Signal transduction	GPCR (rhodopsin family)	ALHF_01760.g986	1.6 ± 0.09	1.0 ± 0.08	0.9 ± 0.1*	1.1 ± 0.03	1.7 ± 0.1	1.0 ± 0.1
			ALHF_02400.g1393	1.7 ± 0.07	0.9 ± 0.07	0.7 ± 0.05*	1.2 ± 0.2	1.6 ± 0.1	0.9 ± 0.1*
			ALHF_06811.g4468	1.7 ± 0.1	0.9 ± 0.03*	0.6 ± 0.07*	1.2 ± 0.2	1.7 ± 0.1	0.8 ± 0.08*
			ALHF_07519.g4838	1.7 ± 0.07	1.1 ± 0.09	0.2 ± 0.06*	0.9 ± 0.2	1.6 ± 0.06	0.9 ± 0.04
			ALHF_02706.g1581	1.4 ± 0.1	0.52 ± 0.1*	0.37 ± 0.1*	1.2 ± 0.3	1.3 ± 0.04	1.2 ± 0.11
			ALHF_04422.g2918^††^	-	-	-	-	-	-
		Adenylate and Guanylate cyclase catalytic domain	ALHF_01050.g580	2.6 ± 0.3	1.3 ± 0.1	0.8 ± 0.09*	1.1 ± 0.2*	2.2 ± 0.21	1.3 ± 0.3*
			ALHF_07748.g4948	2.1 ± 0.2	1.2 ± 0.1	0.6 ± 0.05*	1.3 ± 0.2	1.8 ± 0.05	1.0 ± 0.2*
		Serpentine type 7TM GPCR chemoreceptor Srw	ALHF_01902.g1074	-	-	-	-	-	-
Intra-cellular processes	Proteases	Serpins	ALHF_07374.g4763	4.5 ± 0.8	1.8 ± 0.2	0.6 ± 0.2*	1.3 ± 0.1*	2.3 ± 0.2	0.5 ± 0.08*
			ALHF_01182.g646	1.7 ± 0.1	0.8 ± 0.07	0.3 ± 0.07*	1.1 ± 0.08	1.8 ± 0.1	0.7 ± 0.08*
		Carboxypeptidases	ALHF_04057.g2616	2.2 ± 0.3	1.5 ± 0.1	0.5 ± 0.1*	1.3 ± 0.2	1.8 ± 0.07	0.9 ± 0.1*
			ALHF_05871.g3981^††^	-	-	-	-	-	-
		Subtilase	ALHF_00530.g295^††^	-	-	-	-	-	-
		Aspartyl protease	ALHF_06529.g4317	2.5 ± 0.1	2.3 ± 0.2	1.4 ± 0.2*	1.3 ± 0.1*	2.1 ± 0.1	1.4 ± 0.01*
		Peptidases	ALHF_00761.g417	780 ± 50	530 ± 100	630 ± 60	23 ± 2*	650 ± 110	530 ± 20
			ALHF_03218.g1970	29 ± 2.1	30 ± 3	35 ± 5	2.6 ± 0.4*	17 ± 3*	8.2 ± 1*
			ALHF_02207.g1267	145 ± 10	150 ± 20	120 ± 3	5.0 ± 0.3*	4.6 ± 2*	4.9 ± 0.6*
			ALHF_07511.g4836	2.1 ± 0.1	1.5 ± 0.2	0.52 ± 0.04*	3.2 ± 0.2	0.52 ± 0.07*	0.41 ± 0.08*
			ALHF_01861.g1049^††^	-	-	-	-	-	-
			ALHF_05334.g3663	1.4 ± 0.04	1.0 ± 0.1	0.66 ± 0.06*	1.5 ± 0.1	0.75 ± 0.07*	0.40 ± 0.1*

^†^Structural Classification of Proteins (SCOP) http://supfam.cs.bris.ac.uk/SUPERFAMILY/.

^††^Autosomal interactions are named after the combination of the autosomes donated by the aabys strain in each case where a *M. domestica* autosomal combination line had a level of gene expression significantly lower than the ALHF strain at the α = 0.05 level of significance.

^††^Gene was not differentially-expressed between the aabys and ALHF strains.

^§^Gene predicted function as evidenced by the Pfam HMM-A homology (http://pfam.sanger.ac.uk/).

*Indicates that the gene expression value within a given *M. domestica* autosomal line was significantly lower than the expression in the parental ALHF strain at the α = 0.05 level of significance.

**Figure 7:**
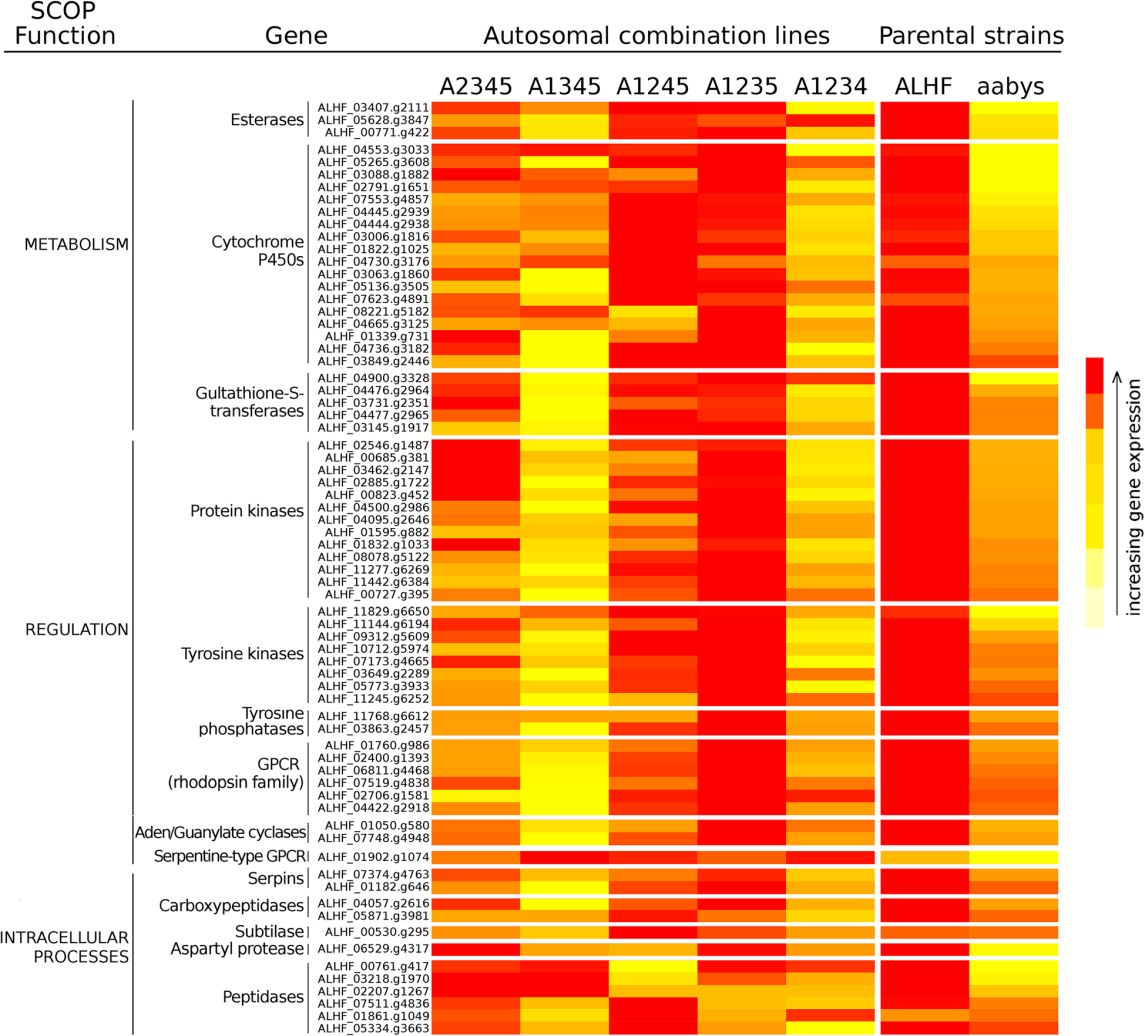
**Heat map of the gene expression values (within gene) relative to aabys for each of the genes tested by qPCR to validate the gene expression levels within the different *Musca domestica *lines and the parental ALHF and aabys strains.** Colors scaled from yellow to red indicate low to higher gene expression, respectively, relative to aabys.

### Autosome co-regulation in up-regulation gene expression in resistant house flies

We next examined the autosomal linkage of factors from different autosomes on the 70 up-regulated genes that have been validated by qRT-PCR to determine the effects of the co-regulation on the expression of the up-regulated genes among five house fly lines of A2345, A1345, A1245, A1235 and A1234. Analyzing the gene expression changes resulting from autosome replacement in ALHF enabled us to evaluate the role of genes or factors on each autosome plays in gene overexpression in ALHF. We conducted Venn diagram analyses on the autosome interaction for the expression of genes in each of the SCOP general function categories of metabolism, regulation, and intracellular processes (Figure 8). The results revealed that apart from the 11 genes up-regulated solely by factor(s) on a single autosome (four in autosome 2, six in autosome 5 and one in autosome 3), the expression of the rest of the up-regulated genes were all linked to factors on more than one autosome (Figure 8). This result suggests that factors on different autosomes are capable of co-regulation of some genes. This was most commonly observed for autosomes 2 and 5. Almost one-third of the tested genes (n = 21 genes) were up-regulated by co-regulation of factors on autosome 2 and 5 only, including cytochrome P450s, GSTs, and esterases in metabolism; kinases/phosphatases, 7 transmembrane receptors (rhodopsin-like GPCR family), adenylate and guanylate cyclases in regulation; and serpin and carboxypeptidases in intracellular processes (Figure 8, Table 4). Nine genes were co-up-regulated by factors on autosomes 1, 2, and 5, with the functions of these genes being linked to metabolism and regulation categories, suggesting that factors on autosome 1, besides those on autosomes 2 and 5, were also involved in the regulation of some of the gene expression in metabolism and regulation. Six genes were up-regulated by the interaction of factors on autosomes 2, 3, and 5 and these genes were mainly located in the regulation and protease categories and none of the metabolic genes were involved in the interactions by factors among autosomes 2, 3, and 5, suggesting that, besides the factors on autosomes 2 and 5, factors on autosome 3 might have a role in the functions of regulation and proteolysis. A few genes were co-regulated by factors on autosomes 1 and 2 (including one P450 gene, one carboxylesterase gene, and one GPCR gene), or autosomes 1, 2, 3, and 5 (including one P450 gene and two protein kinase genes) (Table 4). No gene interactions between 1 and 3; 1 and 5; 2 and 3; 3 and 5; 1, 2 and 3; 1, 3 and 5; 2. 3, and 4 or 2, 3, 4 and 5 were observed. None of the genes were found to be up-regulated solely by factors on autosome 1 or 4 alone.

**Figure 8:**
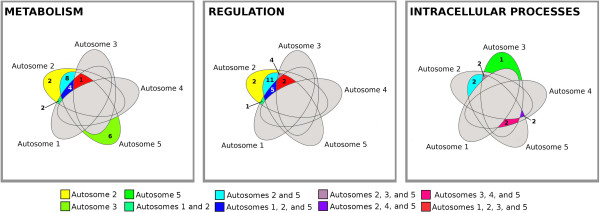
**Linkage of genes up-regulated in the ALHF strain of *Musca domestica.*** The overlapping areas between the ellipses indicate the autosomal interaction for those genes that were up-regulated in the ALHF strain for two or more of autosomes.

To better understand the *cis/trans* regulation of the up-regulated genes in resistant house flies, autosomal location analyses were conducted for eight up-regulated genes scattered among all three important functional categories. An allele specific PCR (AS-PCR) determination was performed to examine the autosomal location of the genes with five house fly lines. The ALHF allele specific primer pair was designed based on the specific sequence of the genes from ALHF by placing a specific nucleotide polymorphism at the 3’ end of each primer to permit preferential amplification of specific alleles from ALHF. Our results showed that the ALHF allele-specific primer sets for P450 genes of ALHF_04445.g2939 (*CYP6A36*) and ALHF_04553.g3033 and protein kinase gene ALHF_10712.g5974 amplified specific DNA fragments only in flies having the autosome 5 wild-type marker from ALHF (Figure 9), which demonstrated that these three genes were located on autosome 5. Whereas, carboxylesterase gene ALHF_03407.g2111, adenylate cyclase gene ALHF_01050.g580, G-protein coupled receptor gene ALHF_06811.g4468, and peptidase genes ALHF_07511.g4836 and ALHF_05334.g3663 were located on autosome 2. These results were consistent with our autosomal linkage map (Figure 7, Table 4).

**Figure 9:**
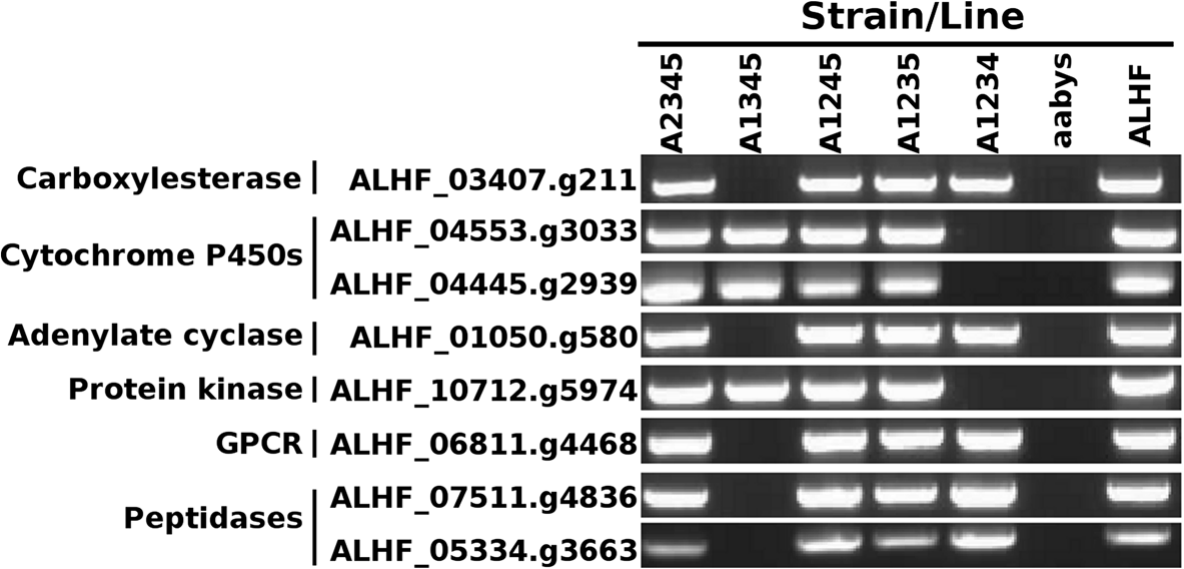
**Allele-specific RT-PCR autosomal mapping of the *Musca domestica *genes.** PCR fragments were generated using the allele-specific primer set according to the sequence of each gene from ALHF. The absence of a PCR product in a house fly line indicated that the gene was located on the corresponding autosome from aabys (i.e. the absence of a band in the A1234 line indicates that the gene was present on autosome 5).

## Discussion

The central hypothesis guiding this research is that normal biological and physiological pathways and gene expression signatures are varied in resistant insects through changes in multiple gene expression, thus enabling resistant house flies to adapt to environmental or insecticidal stress, and that these changes are controlled by a regulatory network and perhaps by signaling transduction. This hypothesis is grounded in evidence from the considerable body of research that has been done in this field. Results from previous studies by ourselves [14,17,58-61], and others [8,10,12,16,62-73] all indicate that the interaction of multiple genes and complex mechanisms are responsible for the development of insecticide resistance in insects. Indeed, many studies have demonstrated different patterns of gene expression between resistant and susceptible insect populations and the up-regulation of P450 and GST genes in resistant insects. Many studies have also found that the overexpression of resistant metabolic genes is regulated by *trans* and/or *cis* factors in insecticide-resistant insects [8,74-83]. The up-regulation of a GST gene (GST-2) in the mosquito *Aedes aegypti* is controlled by a *trans*-acting factor [74], while the up-regulation of two P450 genes, *CYP6A1* and *CYP6D1*, in the house fly *M. domestica* are known to be *trans*-regulated by one or more factors on autosome 2 [10,75,81,82]. The up-regulation of *CYP6A2* and *CYP6A8* in the fruit fly *D. melanogaster* is transcriptionally regulated by *trans*-regulatory factors [76,77]. The up-regulation of *CYP6G1* and *CYP6D1* is controlled by *cis/trans* regulatory factors [81-84].

Taken together, these findings suggest that not only is insecticide resistance conferred via multi-resistance mechanisms or genes, but it is mediated through the interaction of regulatory genes and resistance genes such as P450s, esterases and GSTs. However, a global understanding of the complex processes resulting from gene interaction and regulation remains elusive. None of the regulatory factors responsible for insecticide resistance have yet been identified, and no regulation pathways have been examined. Nevertheless, these gaps will soon be filled following the availability of whole transcriptome analyses, which have begun to provide new ways of assessing how insects respond to the environment and insecticides [85].

To define the key genes and their *trans/cis*- or co-regulation involved in insecticide resistance, and thus gain fresh insights into the overall picture of how molecular mechanisms in resistant house flies function, we began by assembling and annotating the adult house fly transcriptome, providing the first reference transcriptome for adult house flies. Using the house fly transcriptome as a reference, our RNA-Seq of the resistant ALHF strain revealed a set of 1316 genes that were up-regulated relative to the susceptible aabys and CS strains, and a total of 1440 genes that were down-regulated. These results may not only reveal equally dynamic changes in abundance for both the increases and decreases in the total gene expression for different categories in resistant house flies, but also indicate an important feature of resistance gene regulation by both activators (the up-regulated genes) and perhaps, repressors (those down regulated genes). Several hypotheses have been proposed for the harmonizing of up- and down-regulation, e.g., homeostatic responses for protecting the cell from the harmful effects of oxidizing species from metabolic enzymes [86,87]; homeostatic responses to provocative processes [88]; and/or an essential for the tissue to utilize its transcriptional machinery and energy for the synthesis of other components involved in the inflammatory response [89]. Whether the down-regulated genes identified in the resistant house flies by our study reflects a regulation feature or homeostatic response of mosquitoes to insecticides needs to be further studied.

Deciphering the up-regulated genes among the SCOP general categories into detailed functions uncovered three key SCOP detailed function categories, namely the redox detailed function category in metabolism, signal transduction and kinases/phosphatases in regulation, and proteases in intra-cellular processes. The redox detailed function group contained a number of superfamilies that have been linked to detoxification, including multiple cytochrome P450s, glutathione S-transferases, and esterases. The signal transduction and kinases/phosphatases detailed function groups were found to contain several gene families with signal transduction and regulation functions, including 7 transmembrane receptors (rhodopsin-like GPCR family), adenylate and guanylate cyclases, protein kinases and phosphatases. The proteases detailed function group contained genes with digestive*,* catalytic, and proteinase activities. Since co-regulation provides valuable insights into altered categories/pathways, thereby aiding functional interpretation [90], this finding suggests that these co-up-regulated functional groups of genes may share co-regulation features. Among the three key detailed function categories, the roles of the detoxification superfamilies of P450s, GSTs and esterase in insecticide resistance have been extensively studied and up-regulation of their expression has been demonstrated to be associated with enhanced metabolic detoxification of insecticides, resulting in the development of insecticide resistance in insects [1,16,31,32,55,58,59,75],[82,91-99]. In contrast to the well-known role played by the detoxification system in insecticide resistance, the functions of genes in two other key detailed function categories, the signaling transduction system and proteases/serine proteases, such as GPCRs, protein kinase/phosphatases and proteases, in insecticide resistance are less well understood, although a few studies have reported the up-regulation of protease genes in insecticide resistant insects [16,61,100-103]. Nevertheless, the genes in these two key categories are well known as key intracellular signaling regulators and share common functions in the signaling pathway, playing an important role in transmitting information from extracellular polypeptide signals to target gene promoters in the nucleus and in the regulation of gene expression, activation/termination intracellular signaling transduction, and regulating numerous diverse cellular and biological/physiological processes [102,104-119].

To test the co-regulation of the up-regulated genes in these three key categories in resistant house flies, a novel approach was applied in the study, in which the gene expression profile in the house fly genetic lines was characterized in terms of different autosome combinations from the resistant ALHF strain, thus illustrating the co-regulation of autosomes in the expression of individual genes. This research approach not only provides a catalog of genes and information about their potential functions in insecticide resistance [120], but also serves as a stepping stone towards filling important gaps in our knowledge of transcriptional interaction and the regulation networks that are involved in insecticide resistance. Our gene co-regulation analysis revealed that the up-regulated gene expression in resistant ALHF house flies occurred primarily as a result of the co-regulation of factors between autosomes 2 and 5, although a few genes had their expression regulated by factors among autosomes 1, 2, and 5, or among autosomes 2, 3, and 5. These findings strongly suggest that multiple factor/autosome co-regulation, especially those related to autosomes 2 and 5, are key determinants for individual gene expression in resistant house flies. Among the up-regulated genes, cytochrome P450s, GSTs, and esterases in metabolism; kinases/phosphatases, 7 transmembrane receptors (rhodopsin-like GPCR family), adenylate and guanylate cyclases in regulation; and serpin and carboxypeptidases in intracellular processes as major groups of genes were up-regulated by the interactions of factors on autosomes 2 and 5 (Table 4). Our genetic mapping study further located two P450 genes and a protein kinase gene on autosome 5, and mapped a carboxylesterase gene, an adenylate cyclase gene, a G-protein coupled receptor gene and two peptidase genes on autosome 2. With the exception of one P450 gene, whose up-regulation was controlled by *cis* factor(s) on the same autosome on which the gene was located, all the genes tested in the genetic mapping study showed their expression being controlled by *cis* and *trans* factors. i.e., factors not only on the autosomes on which the genes were located but also other autosomes as well. Taken together, our findings suggested that that not only is insecticide resistance conferred via multi-resistance mechanisms or up-regulated genes, but it is mediated through the *trans* and/or *cis* co-regulations of resistance genes. Whether the signaling transduction cascades controlled by GPCRs, protein kinase/phosphatases and proteases are indeed involved in the regulation of resistance P450 genes and of resistance development remains an urgent topic for investigation.

## Conclusion

This study not only provides a catalog of genes that are co-up-regulated and information about their potential functions, but may also ultimately lead to a deeper understanding of transcriptional regulation and the interconnection of co-regulated genes, including metabolic genes, and those with catalytic activities, proteolytic activities and, perhaps, functions related to the regulation, signaling transduction, and protection of cells and tissues in resistant house flies. It has been suggested that co-overexpressed genes are frequently co-regulated. Therefore, characterizing these co-regulated genes as a whole will represent a good starting point for characterizing the transcriptional regulatory network and pathways in insecticide resistance, and improve our understanding of the dynamic, interconnected network of genes and their products that are responsible for processing environmental input, including the response to insecticide pressure and the regulation of the phenotypic output, in this case the insecticide resistance of insects. The new information presented here will provide fundamental new insights into the precise mechanisms by which insecticide resistance is regulated and how the genes involved are interconnected and regulated in resistance.

## Availability of supporting data

All sequence traces have been submitted to the National Center for Biotechnology Information (NCBI) Short Read Archive (SRA) as accessions [NCBI:SRR521286] (http://www.ncbi.nlm.nih.gov/sra/?term=SRR521286), [NCBI:SRR521288] (http://www.ncbi.nlm.nih.gov/sra/?term=SRR521288), [NCBI:SRR521289] (http://www.ncbi.nlm.nih.gov/sra/?term=SRR521289), and [NCBI:SRR521290] (http://www.ncbi.nlm.nih.gov/sra/?term=SRR521290), and are part of Bioproject #170716 (http://www.ncbi.nlm.nih.gov/bioproject/?term=170716) with additional information in the NCBI Gene Expression Omnibus [NCBI:GSE39327] (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39327). The nucleotide sequence information for house flies has been submitted to the NCBI Transcriptome Shotgun Assembly (TSA) (http://www.ncbi.nlm.nih.gov/genbank/tsa/) with accession numbers [NCBI:KA644422] through [NCBI:KA650580] (http://www.ncbi.nlm.nih.gov/nuccore/).

## Competing interests

The authors declared that they have no competing financial interests.

## Authors’ contributions

NL and LZ participated in the design and coordination of the study. ML, WRR, and LZ carried put the experiments and performed the data analysis. NL, LZ, JGS, and XG contributed reagents/materials/analysis tools. WRR, ML, NL, LZ, JGS, and MK wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 List and sequences of the primers used. Click here for file

Additional file 2: Table S2 The complete annotation spreadsheet for the *M. domestica* predicted gene set. Click here for file

Additional file 3: Table S3 Complete list of up-regulated and down-regulated genes in the ALHF *M. domestica* strain when compared to the pyrethroid-susceptible *M. domestica* strains aabys and CS. Click here for file

# Supplementary material for: A whole transcriptomal linkage analysis of gene co-regulation in insecticide resistant house flies, Musca domestica
**Source:** BMC Genomics. 2013 Nov 19;14:803. doi: 10.1186/1471-2164-14-803
**Supplement:** Additional file 1: Table S1 — List and sequences of the primers used.

Table S1. List and sequences of the primers used.

# Supplementary material for: A whole transcriptomal linkage analysis of gene co-regulation in insecticide resistant house flies, Musca domestica
**Source:** BMC Genomics. 2013 Nov 19;14:803. doi: 10.1186/1471-2164-14-803
**Supplement:** Additional file 3: Table S3 — Complete list of up-regulated and down-regulated genes in the ALHF M. domestica strain when compared to the pyrethroid-susceptible M. domestica strains aabys and CS.

Table S3. Complete list of up-regulated and down-regulated genes in the ALHF *M. domestica* strain when compared to the pyrethroid-susceptible *M. domestica* strains aabys and CS.

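Table S3 lists each gene by its SCOP category and Pfam annotation with 3 values, 1 per strain, named FPKM. For all 2756 genes these values equalled those of ALHF replicate 1, aabys and CS in the deposited table, which are counts without normalization. ALHF replicate 2 does not enter the table. Because the libraries differ in depth, a ratio of 2 values of the table is not a ratio of expression until it is scaled.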

†Structural Classification of Proteins (SCOP) database for the *D. melanogaster* proteome (v1.73). http://supfam.cs.bris.ac.uk/SUPERFAMILY/

§Gene predicted function as evidenced by the Pfam HMM-A scanning (http://pfam.sanger.ac.uk/)

††m/tr = metabolism/transport

*Fragments Per Kilobases of gene length per Million RNASeq reads mapped

**Tested for relative gene expression in the different *M. domestica* autosomal combination lines in Table 4

How the deposited data were processed for this re-analysis (not part of the article)

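RNA-Seq of whole female house flies was analysed for 4 libraries: 2 of the resistant strain ALHF and 1 each of the susceptible strains aabys and CS. According to the paper, read pairs were filtered with Trimmomatic, ALHF reads were assembled with Trinity and CAP3, coding regions were predicted with Augustus, and RSEM estimated the expression of the predicted genes in each library; the version of RSEM is not given in the sources used here. The authors deposited 1 table with a coding length and 4 values per gene. The header and the methods name the values FPKM, but the authors deposited what the values show to be estimated counts, rounded and not normalized for library size or gene length. The choice to treat them as counts was made from the sums, the trend with length and the whole numbers, and each count printed rests on it. No column of other samples was used. Each library was matched to its column by name, as was its depth in Table 1.

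Counts were analysed with edgeR 4.0.16 (TMM normalization, filterByExpr, estimateDisp, glmQLFit and glmQLFTest) in R 4.3.3, with all 4 libraries in 1 fit and the strain as the group. The filter kept 6070 of 6159 genes. Benjamini-Hochberg adjustment was made over the genes tested, with a threshold of 0.05. The standard error of a log2 ratio was taken as its size divided by the square root of the F statistic. The prior degrees of freedom were 3.18. Counting limits the precision little for most genes, whose median count lay between 211 and 772 per library, but the strains have no replicates. A gene at 0 was set to a floor of 3 counts per library where a fold was needed, which covers counting error only.

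Alternatives were fixed before the data were examined: DESeq2 size factors, library size alone, scaling to the actin gene used in the qRT-PCR, DESeq2 1.42.0, limma 3.58.1, other filters and thresholds, aabys and CS as 1 group, exact tests of 2 libraries with fixed dispersions, and leaving out each ALHF library. Alternatives added after the data were seen were the merging of genes with identical values, the values taken as FPKM, and edgeR's classic exact test with tagwise dispersion. The tests were checked on simulated counts with 200 changed genes and the same dispersion in all genes. Permutation tests and summaries used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

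The genes named are those of Table 4, the actin gene of the qRT-PCR and the 3 genes with the highest counts among those at 0 in a strain; genes with the largest ratios were to be named only among genes that edgeR's quasi-likelihood test with TMM called in both comparisons, and it called none (DESeq2 called 435 higher and 95 lower). The values of Table 4 and Table S3 had been seen when this rule was written. Gene functions are the Pfam annotations of Table S3 and Table 4. Table S2 was available only for the first 1689 of the 6159 genes and was used in no test. The qRT-PCR, the autosomal lines and the allele-specific PCR were not analysed here beyond the values of Table 4.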

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

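The tests in this part were chosen after the result was seen. In 27 genes, 1 ALHF library had at least 100 counts and the other had 0, a signal in a library that the paper does not report gene by gene. In 21 of them ALHF replicate 2 was at 0, and in 6 ALHF replicate 1 was at 0. The list of up-regulated genes holds 16 of the 27, the list of down-regulated genes 3, and Table 4 holds 1, ALHF_02207.g1267. Counting noise is excluded, since the library at 0 was expected to hold at least 63 counts from the other library. Reads moved between near-identical contigs of the assembly remain open: 12 of the 27 genes (44.4%, 95% exact interval 25.5 to 64.7) had a contig within 5 of their own number whose coding length was within 5%, against 25.9% of the other genes above 0, a difference that 27 genes cannot decide. A difference between the flies of the 2 samples was not tested and remains open as well.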

How the results depend on the processing

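No paired analysis was possible because aabys and CS have 1 library each. Leaving out an ALHF library leaves no residual degrees of freedom, so that it gives values without a test. The alternatives named as added below were chosen after the data were seen.

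The counts of 0 called genes did not change without a filter, with a mean count of at least 50, at an adjusted p under 0.01 or with a 2-fold threshold, and the last 2 could only lower them. With limma, 17 genes were called for CS and 0 for aabys. With DESeq2's size factors the quasi-likelihood test called 32 genes for aabys, 1015 for CS (641 higher and 374 lower in ALHF), 23 higher in both comparisons and 3 lower in both, all 23 and 3 in Table S3. The prior degrees of freedom rose from 3.18 to 4.36 there, while the logarithm of the p-values for CS correlated with the main ones with r = 0.997. With library size alone it called 22 for aabys, 1654 for CS (507 higher and 1147 lower), 14 higher in both and 3 lower in both, all 14 and 3 in Table S3. Scaled to the actin gene it called 5719 for aabys, 5802 for CS, 9 higher in both and 5578 lower in both, with 8 of the 1316 and 1440 of the 1440 genes of Table S3 and 2 genes of Table 4. This follows from the construction, since actin itself differs. DESeq2 called 620, 2009, 435 and 95, with 430 and 95 of the listed genes and 17 of Table 4. Taking aabys and CS as 1 group gave 43 higher and 4 lower, all 43 and 4 in Table S3; it gives no count for a single strain. The exact test of 2 libraries called 4107, 5173, 1894 and 1760 at a dispersion of 0.01 and 5285, 5727, 2256 and 2356 under Poisson counting. Both settings called 1316 and 1400 of the listed genes and 70 of the 70 of Table 4. Among the added alternatives, merging identical genes changed no count of 0, taking the values as FPKM gave 507, 1641, 27 and 364, and the classic exact test gave 313, 1578, 193 and 50. Apart from the actin scaling, the cause was not tested.

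The numbers of genes at least 2-fold higher and lower were 1227 to 1346 and 687 to 876 with an ALHF library left out. At 4-fold they were 527 and 73, as a stricter threshold must lower them. With library size alone the lower genes were 1428, where the median log2 ratio of all genes was -0.44 for aabys and -0.51 for CS. Scaled to actin they were 20 and 5803. The other filters and scalings kept both counts within 1.5 times.

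The r2 values moved on the linear scale, to 0.924 for the ALHF pair, 0.181 for aabys and 0.111 for CS. With a mean count of at least 50 they moved to 0.455 for aabys and 0.227 for CS, and with ALHF replicate 2 in place of replicate 1 to 0.621 and 0.490. Pseudocounts of 0.1 and 10, ranks and genes above 0 left the 3 values within the spread between the ALHF libraries. This spread was an SD of 0.0321 for aabys and 0.0832 for CS. The ALHF pair has no such spread of its own, and the figure for CS was used for it. In the tests of 2 libraries, the ALHF replicates gave 4203 calls under Poisson counting, 843 at a dispersion of 0.04, 297 at 0.1 and 144 at 0.16. The dispersions of 0.04, 0.1 and 0.16 gave 2490, 1059 and 516 for aabys, and 4236, 2930 and 1820 for CS. When ALHF replicate 2 was the reference, the counts were 3737 for aabys and 4900 for CS, and at a dispersion of 0.16 they were 372 and 1159. A larger dispersion lowers the counts by construction.

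The correlation of RNA-Seq with qRT-PCR ranged from 0.225 to 0.677 with an ALHF library left out, and only without ALHF replicate 1 did its permutation p pass 0.05. The log2 ratio of actin ranged from 4.45 to 5.12 for aabys and from 6.29 to 6.97 for CS with an ALHF library left out, and was 4.39 and 6.06 with library size alone. Of the 146 log2 ratios of named genes, 8 changed sign without ALHF replicate 1, 0 without ALHF replicate 2, 0 with DESeq2's size factors and 1 with library size alone; none of these was past the threshold of the quasi-likelihood test. Depth limits the ratios of genes with few counts, and the lack of replicates of aabys and CS limits all of them.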

Differences from the paper's values

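The r2 of the 2 ALHF libraries was 0.767, and the paper's is 0.95. Of the alternatives set before the data were examined, the linear scale (0.924) came within the spread of the paper's value, and the pseudocounts, ranks and filters did not. That spread, 0.0832, is the one for CS, since the ALHF pair has none of its own. For aabys r2 was 0.575 and the paper's is 0.62. With ALHF replicate 2 as the reference it was 0.621, and with a pseudocount of 10 it was 0.593. The other settings differed. For CS r2 was 0.372 and the paper's is 0.49. With ALHF replicate 2 it was 0.490, and under the other settings it differed. No single setting gave all 3 of the paper's values.

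The exact test of the 2 ALHF libraries at a dispersion of 0.01 called 2508 genes, and the paper reports 606. At a dispersion of 0.04 it called 843, and 881 with library size as well, within 1.5 times of the paper's count. Poisson counting and dispersions of 0.1 and 0.16 differed from it with both scalings, as did a dispersion of 0.01 with library size.

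The quasi-likelihood test called 0 genes between ALHF and aabys, where the paper reports 3428, and 0 between ALHF and CS, where the paper reports 4792. It called 0 genes higher in both comparisons and 0 lower in both, where the paper reports 1316 and 1440. The exact test of 2 libraries at a dispersion of 0.01 came within 1.5 times of these 4 counts, with 4107, 5173, 1894 and 1760. It called each of the 1316 listed genes and 1400 of the 1440. For the single strains, the same test also came within 1.5 times at a dispersion of 0.04 (2490 for aabys and 4236 for CS), with library size alone (4590 and 5279) and with ALHF replicate 2 as the reference (3737 and 4900). The dispersion of 0.04 thus came within 1.5 times of the paper's counts for the ALHF replicates, aabys and CS; genes called in both comparisons were not counted at it. Poisson counting against ALHF replicate 1 called 5727 and the actin scaling 5802 for CS, within 1.5 times there but not for aabys. For CS no count can be too high by this measure, since all 6159 genes are fewer than 1.5 times 4792. A match for CS therefore says only that the count was not too low. Settings of the exact test of 2 libraries changed together also came within 1.5 times. For aabys and CS these were a dispersion of 0.04 with library size (3012 and 4528), ALHF replicate 2 with library size at 0.01 (4201 and 5033) and at 0.04 (2571 and 4096), and Poisson counting against ALHF replicate 2 with TMM (4876 and 5484) and with library size (5112 and 5518). For CS alone they were ALHF replicate 2 at 0.04 (3856) and Poisson counting with library size (5717). The quasi-likelihood test with the other scalings, filters and thresholds, DESeq2 and limma came within 1.5 times of none of the 4 counts. The 1316 and 1440 listed genes were also called in part by DESeq2 (430 and 95) and by the quasi-likelihood test with DESeq2's size factors (23 and 3), library size alone (14 and 3) and the pooled susceptible group (43 and 4). Of the alternatives added after seeing the values, the classic exact test called 193 and 50 listed genes and left out the rest. Taking the values as FPKM, which their sums exclude, called 27 and 348 of them.

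The paper states that β-actin was constant among the strains by qRT-PCR. In these libraries the actin gene that Table S1 names beside its primers, ALHF_04132.g2678, had 104486 and 37580 counts in ALHF, 6153 in aabys and 1603 in CS, a log2 ratio of 4.83 to aabys and 6.67 to CS, and it is in the paper's own list of up-regulated genes. The quasi-likelihood test did not call it (adjusted p = 0.143 and 0.0629), and DESeq2 called it in both comparisons. The results of the paper give the coding regions as longer than 500 nt, and 443 of the 6159 genes of the table are shorter. Its methods retain coding regions of at least 300 nt, which all genes of the table reach. The paper names the values FPKM, which their sums exclude.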

Other observations

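Of the tests in this part, those of gene length and of the most abundant genes were chosen before their results were seen, and the others after.

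The values named FPKM were examined first. Their products with coding length summed to 12123000 in the lowest library, above the 1000000 that FPKM allows, so the table holds another unit than its name says. No biological explanation applies to a unit.

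The up-regulated genes of Table S3 were almost the same as the genes whose count without any scaling was higher in ALHF replicate 1 than in both strains. There were 1328 such genes in the table, and 1315 of them were among the 1316 listed. For the down-regulated genes the unscaled count was lower for 1439 of the 1440, but 3684 genes of the table met that condition. In ALHF replicate 2, 477 of the 1316 listed genes had a higher unscaled count than in both strains. A candidate explanation is that the direction was taken from values of ALHF replicate 1 without library scaling; how the list was made was not tested further. After TMM normalization 2609 genes were higher in ALHF than in both strains.

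The 2 ALHF libraries, from separate samples of flies, differed with an SD of the log2 ratio of 0.612 among abundant genes. Counting alone gives 0.0374, but a spread between single samples set against counting decides nothing on its own. The r2 of ALHF replicate 2 was 0.767 with the other ALHF library, 0.621 with aabys and 0.490 with CS. These values argue against an aabys or CS sample under the second ALHF name but do not exclude it. The aabys and CS libraries, from different strains, gave 0.758, and neither strain has a replicate for comparison. A wrong label from outside these strains is not excluded either. The log2 ratio did not follow coding length (Spearman's rho of 0.017). Without the 50 most abundant genes r2 was 0.753, but so few genes can hardly move it, and the part of abundant genes remains open. The log2 ratio of the 2 ALHF libraries correlated across genes with that of aabys to CS, with which it shares no library (rho of 0.313, and 0.314 with the length trend removed), and 61.6% of the genes had the same sign. This is consistent with a state of the flies or of their RNA that varies between samples of a strain as well as between strains, which is a hypothesis. With 1 library per susceptible strain, it cannot be separated here from a technical property of the libraries.

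The actin gene of the qRT-PCR was higher in ALHF with TMM, DESeq2's size factors and library size alone, with a lowest log2 ratio to aabys of 4.39 among them. Reads shared between actin copies remain open. Summed over the 109 genes within 15 nt of its coding length, named or not, the log2 ratio was 1.69 to aabys and 2.09 to CS. Length does not mark actin copies, so this sum holds other genes and can leave out copies of other lengths. It is not the ratio of actin after sharing, and it does not decide the question. The 6 genes annotated as actin in Table S3 had median log2 ratios of 4.40 and 6.71; all are from the list of up-regulated genes, so that their direction follows from that choice, and actin genes outside the list were not examined by name. Strain remains among the open explanations. The quasi-likelihood test did not call the gene and DESeq2 did, with 1 library each of aabys and CS. Scaling to this actin gene put 5856 of 6070 genes below both strains in ALHF, and the qRT-PCR folds of the paper were normalized to it.

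In 215 groups, 476 genes had the same counts above 0 in all 4 libraries. Chance ties are excluded, since 206 of the groups had at least 100 counts in total. In 99.5% of the groups the genes had the same coding length, which is consistent with redundant contigs whose reads RSEM divided evenly. The 1316 up-regulated genes held 1246 different sets of counts, and the 1440 down-regulated genes 1408. No biological explanation was tested.

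Of the genes at 0 in a strain, the 3 with the highest counts elsewhere were ALHF_04089.g2643, ALHF_04000.g2569 and ALHF_04601.g3073. The first, annotated as a glycerol-3-phosphate dehydrogenase, had 9723 and 1895 counts in ALHF, 2799 in aabys and 0 in CS. The second had 0 in both ALHF libraries, 6010 in aabys and 720 in CS. Its contig is part of a reference assembled from ALHF reads. Its counts of 0 therefore do not show that the transcript is absent from ALHF. The third had 3584 and 2946 in ALHF and 0 in aabys and CS, and was at least 2990-fold higher than aabys against a floor of 3 counts. A variant of aabys or CS against the ALHF reference was not tested as a cause of their counts of 0. It could not explain those of the second gene in ALHF.

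Splitting the 4 libraries otherwise gave fewer separated genes. ALHF replicate 1 and aabys lay above ALHF replicate 2 and CS in 669 genes and below in 563, and ALHF replicate 1 and CS lay above the other 2 in 277 and below in 358, beside 2061 and 2124 for ALHF against the susceptible strains. Chance gives 16.7% of the 6070 genes tested on each side, and none of these splits was given a test.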
